# Root Hair Development Is Suppressed by Long‐Term Mild Heat Through Down‐Regulation of *RHD6* and *RHD6‐like* Genes

**DOI:** 10.1111/pce.15563

**Published:** 2025-04-18

**Authors:** Gaigai Du, Xin Tian, Daan M. van den Brink, Jian Xu, Eric J. W. Visser, Ivo Rieu

**Keywords:** cell fate, development, heat, initiation, *RHD6*, root hair

## Abstract

Roots located in the upper soil layers are prone to experiencing high temperatures. Despite their importance for water and nutrient absorption, little is known about the effect of high temperature on root hairs. Here, we found that exposure of *Arabidopsis thaliana* seedlings to long‐term mild heat suppressed root hair initiation. Epidermal patterning of hair and non‐hair cells was maintained, as observed with *GL2*‐ and *CPC*‐based marker genes, and the suppression was independent of the activity of GL2 and its upstream regulators. Instead, we found that expression of downstream *RHD6* and RHD6‐like bHLH transcription factor genes *RSL2* and *RSL4* was reduced and that overexpression of *RHD6* via an inducible transgene or ethylene treatment maintained the transcriptional expression of *RSL2* and *RSL4* and fully rescued the root hair phenotype. We conclude that GL2‐independent downregulation of *RHD6* and its homologues mediates the inhibition in root hair initiation under long‐term mild heat stress. This finding may contribute to the development of strategies for improving plant performance under high temperature.

## Summary statement

The suppression of *RHD6* and its homologues, independent of GL2, plays a crucial role in inhibiting root hair initiation in *Arabidopsis thaliana* when plants are subjected to prolonged mild heat stress.

## 1 Introduction

Root hairs are crucial structures in plants that improve water and nutrient uptake by increasing the root surface area contacting with soil (Bibikova and Gilroy 2002). Studies have shown that root hair traits and their response to abiotic stress are important for plant performance under unfavourable environmental conditions (Lynch 2019; Segal et al. 2008). Root hairs are produced from root epidermal cells, and their formation includes cell fate determination, bulge initiation and hair elongation (Ishida et al. 2008). The root epidermis consists of two distinct cell types, that is, root hair cells, also called trichoblasts, and non‐hair cells, or atrichoblasts, and these identities are determined by a position‐dependent signalling pattern (Grebe 2012). Epidermal cells located in the cleft between two underlying cortical cells (the ‘H’ cell position) are specified as hair cells, and epidermal cells located over a single cortical cell (the ‘N’ cell position) are specified as non‐hair cells (Schiefelbein et al. 2009). Once an epidermal cell has stopped elongating and root hair cell fate is determined, it expands asymmetrically on one side close to the basal end, leading to root hair initiation (Takatsuka and Ito 2020). This involves the establishment of root hair planar polarity contributed by the localization of Rho‐type GTPase proteins at the future initiation site (Denninger et al. 2019; Jones et al. 2002; Xu and Scheres 2005) and is followed by localized cell wall acidification, which induces the activation of expansins and xyloglucan endotransferases (*XETs*). Loosening of the cell wall then leads to local bulging upon which root hair elongation begins (Cho and Cosgrove 2002; Schiefelbein 2000; Vissenberg et al. 2001).

Root hair cell fate determination is the earliest event in root hair development. Previous studies have uncovered a network of transcriptional regulators responsible for root hair specification (Bruex et al. 2012; Schiefelbein et al. 2014). The central regulator is a MYB‐bHLH‐WD40 (MBW) complex containing an R2R3‐type MYB protein encoded by *WEREWOLF* (*WER*) (Lee and Schiefelbein 1999), a WD40‐repeat protein encoded by *TRANSPARENT TESTA GLABRA1* (*TTG1*) (Galway et al. 1994) and a bHLH protein encoded by the functionally redundant *GLABRA3* or *ENHANCER OF GLABRA3* (*GL3/EGL3*) genes (Bernhardt et al. 2003, 2005). This MBW complex preferentially accumulates in non‐hair cells where it directly promotes transcription of *GLABRA*2 (*GL2*), which activates non‐hair cell differentiation genes and inhibits root hair promoting genes such as *ROOT HAIR DEFECTIVE* 6 (*RHD6*) (Di Cristina et al. 1996; Masucci and Schiefelbein 1994; Masucci et al. 1996). The complex also induces the expression of the R3‐type MYB protein CAPRICE (CPC), which, together with TRIPTYCHON (TRY) and ENHANCER OF TRY AND CPC 1 (ETC1), moves to the neighbouring cell. Here, they suppress the expression of *GL2* by competing with WER for binding to GL3/EGL3 bHLHs (Lee and Schiefelbein 2002). As a result, the expression of *RHD6* and other root hair promoting bHLH genes, such as *RHD6*‐*LIKE1* (*RSL1*), *RSL2* and *RSL4*, is induced to promote root hair initiation and growth (Bruex et al. 2012; Masucci and Schiefelbein 1994; Menand et al. 2007).

Hormones have also been shown to be involved in root hair development, among which auxin and ethylene have been studied well. Ethylene can induce the ectopic production of root hairs by activating transcription factors *EIN3* and its homologue *EIL1*. EIN3/EIL1 competes with GL3 for interaction with TTG1 and thus prevents *GL2* activation. EIN3 also activates *RSL4* directly, through physical interaction with RHD6 (Feng et al. 2017; Qiu et al. 2021). Auxin has been shown to promote root hair growth synergistically with ethylene but seems to function only at the level of *RSL4* and not affect upstream cell fate determination. For example, *AUXIN RESPONSE FACTORs*, such as *ARF5*, *ARF7*, *ARF8* and *ARF19*, can activate expression of *RSL2* and *RSL4* by binding to the promoter region, promoting root hair elongation (Bhosale et al. 2018; Mangano et al. 2017; Vissenberg et al. 2020). Recent studies also indicated a role for cytokinin in root hair development. Cytokinin promotes root hair initiation and elongation in part by inducing the expression of *ZINC FINGER PROTEIN5* (*ZFP5*), which in turn promotes the expression of *CPC* (An et al. 2012). Root hair elongation is also stimulated by treatment with the synthetic strigolactone GR24, and this is dependent on ethylene synthesis (Kapulnik et al. 2011; Vissenberg et al. 2020). Jasmonate has also been reported to stimulate root hair growth, doing so by inducing the expression of *RHD6*/*RSL1* and *EIN3*/*EIL1* (Han et al. 2020). By contrast, it was found that brassinosteroids negatively affect root hair initiation. BR‐deficiency caused downregulation of *WER* and *GL2* and thus promoted root hair cell fate, whereas fewer root hairs were produced when BR signalling was enhanced (Vissenberg et al. 2020; Wei and Li 2016). Finally, ABA inhibits root hair growth by inducing *OBP4* to suppress *RSL2* expression (Rymen et al. 2017; Shibata and Sugimoto 2019). Together, these studies indicate that multiple hormones interactively regulate root hair development.

As crucial structures for water and nutrient absorption, the effects of abiotic stresses on root hair formation have been studied extensively. It was found that drought‐tolerant barley genotypes had more and longer root hairs than sensitive genotypes (He et al. 2015). In rice, *WOX11*‐overexpressing plants had increased root hair numbers and length and enhanced drought tolerance, while *wox11* mutant with fewer and shorter root hairs were drought sensitive (Cheng et al. 2016). The same relation has been found for different types of nutrient stress, including deficiencies in phosphate, iron, manganese and zinc (Janes et al. 2018; Powell et al. 1988; Wei Yang et al. 2008; Zhang et al. 2018). Root hair density and length are also stimulated in hypoxia, potentially as a response to reduced nutrient absorption (Kumar et al. 2020). By contrast to the above, under salt stress, root hair numbers and length showed significant decreases, thought to be a strategy to limit the uptake of toxic ions (Robin et al. 2016; Wang et al. 2008, 2013).

Roots, especially in the top soil layer, are also exposed to fluctuations in temperature. Depending on the soil characteristics, the soil may reach temperature equal to or even higher than air temperature (Munns et al. 2010; Pogačar et al. 2022). Despite being one of the main changing environmental factors globally, the effect of high temperature on root hair development has not been investigated yet. Increased transpiration is a well‐known acclimation response to heat, so it may be hypothesized that root hair density would increase to improve water uptake. In this study, we examined the responses of root hair development to heat stress and, contrary to expectations, found that root hair formation was inhibited. We used gene expression analyses, mutant analyses and hormone treatments to understand the molecular physiological basis of this response.

## 2 Results

### 2.1 Characterization of Root Hair Phenotypes in Response to High Temperature

To explore how root hair development in Arabidopsis responds to high temperature, 5‐day‐old seedlings were subjected to heat stress at 30°C, and root hair phenotypes were observed for up to 4 days. The distance from the root tip to the first root hair bulge was measured as an indication of the timing of root hair initiation. Upon exposure to high temperature, this distance increased gradually (Figure 1a,b and Supporting Information S1: Figure S1a). After 30 h at 30°C, the distance was increased 1.5‐fold compared to the 22°C control, and it increased further to twofold after 48 h. After that, the distance kept increasing linearly while it remained stable in control. Root hair length was increased after 12 and 24 h of exposure but not anymore after 48 h (Figure 1c and Supporting Information S1: Figure S1b). Notably, very few non‐fully elongated root hairs were visible at 48 h and after, indicating that upon exposure to high temperature, root hair initiation was gradually delayed and finally inhibited completely. This pattern was reflected in root hair density (measured in a 4 mm root region above the first detected bulge/hair), which, after a small increase in the first 12 h, decreased markedly after 24 and 48 h of high temperature (Figure 1d and Supporting Information S1: Figure S1c).

**Figure 1:**
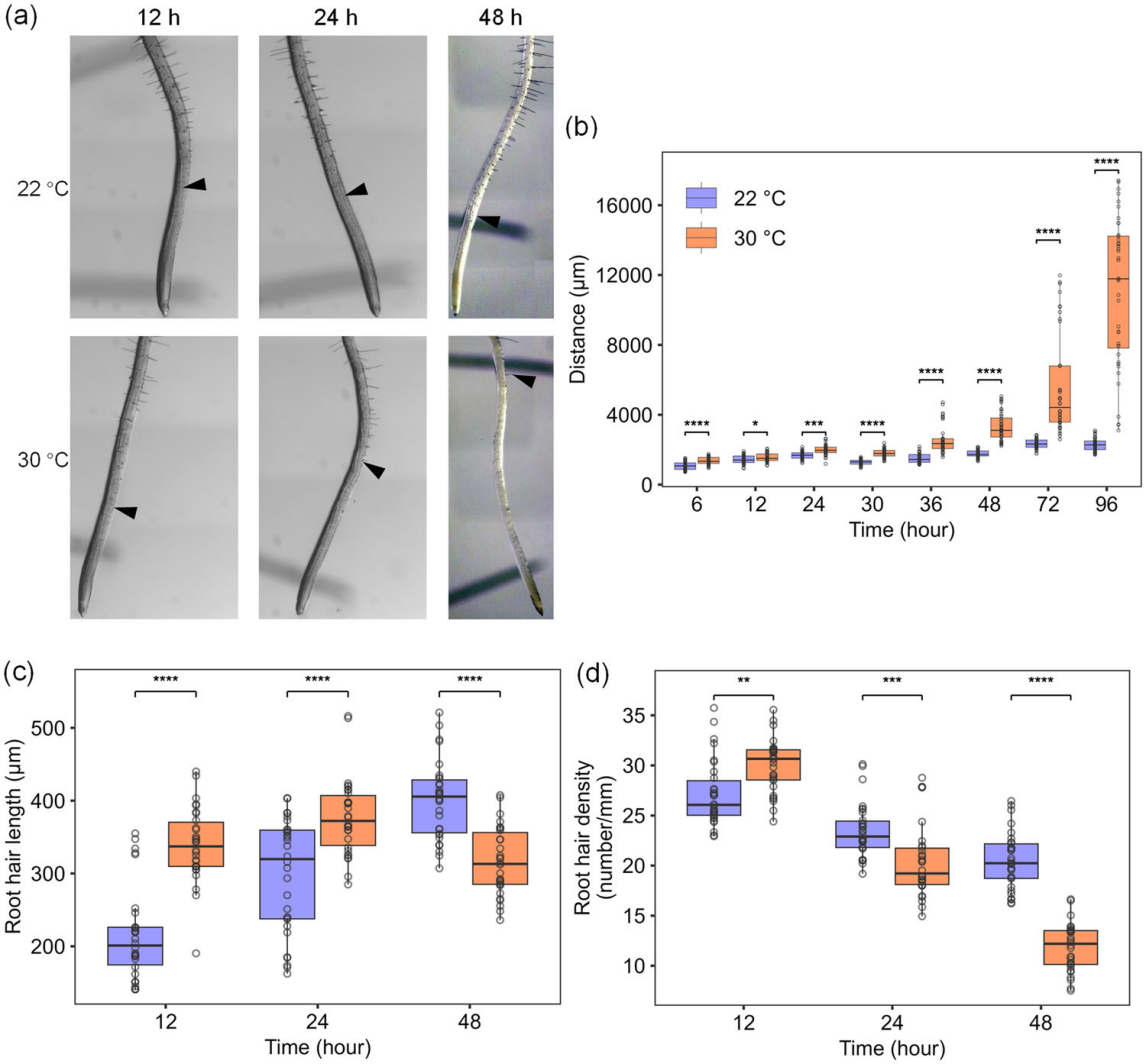
The effect of high temperature on root hair characteristics. (a) Example images of roots from control and high temperature at different time points. Arrow heads indicate the first visible root hair bulge. Bars = 200 μm. (b) Quantification of the distance between root tip and the first hair bulge (*n* = 40 seedlings from 8 plates; Supporting Information S1: Figure S1a). (c) Quantification of root hair length at different time points (*n* = 30 seedlings from 6 plates; Supporting Information S1: Figure S1b). (d) Quantification of root hair density at different time points after the start of heat exposure (*n* = 30 seedlings from 6 plates; Supporting Information S1: Figure S1c). The boxes represent the 25th to 75th percentiles, the upper and lower whisker, the maximum and minimum values, respectively, the outliers are represented by dots. The horizontal lines in the box represent the median. Differences were analyzed by one‐way ANOVA followed by LSD post hoc test (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001).

### 2.2 High Temperature Delays the Switch of Root Cells From Elongation to Epidermal Differentiation

To clarify the reason for the increase in the distance from the root tip to the first root hair at high temperature, we hypothesized that either there were more cells present before the root hair differentiation zone or the cells were longer. We found that the size of the meristematic zone was slightly reduced, which was due to a lower number of cells (Figure 2a,b and Supporting Information S2: Figure S2a,b), in agreement with slower root growth rate (Supporting Information S2: Figure S2c). By contrast, we found a strong increase in the number of cortical cells in the elongation zone, that is, before the appearance of the first root hair bulge, which was of almost the same maximum length in either condition (Figure 2a,b and Supporting Information S2: Figure S2a,b). Taken together, it can be concluded that the increased distance from the root tip to the first root hair bulge was caused by a delay in the switch of root epidermal cells from cell elongation to differentiation.

**Figure 2:**
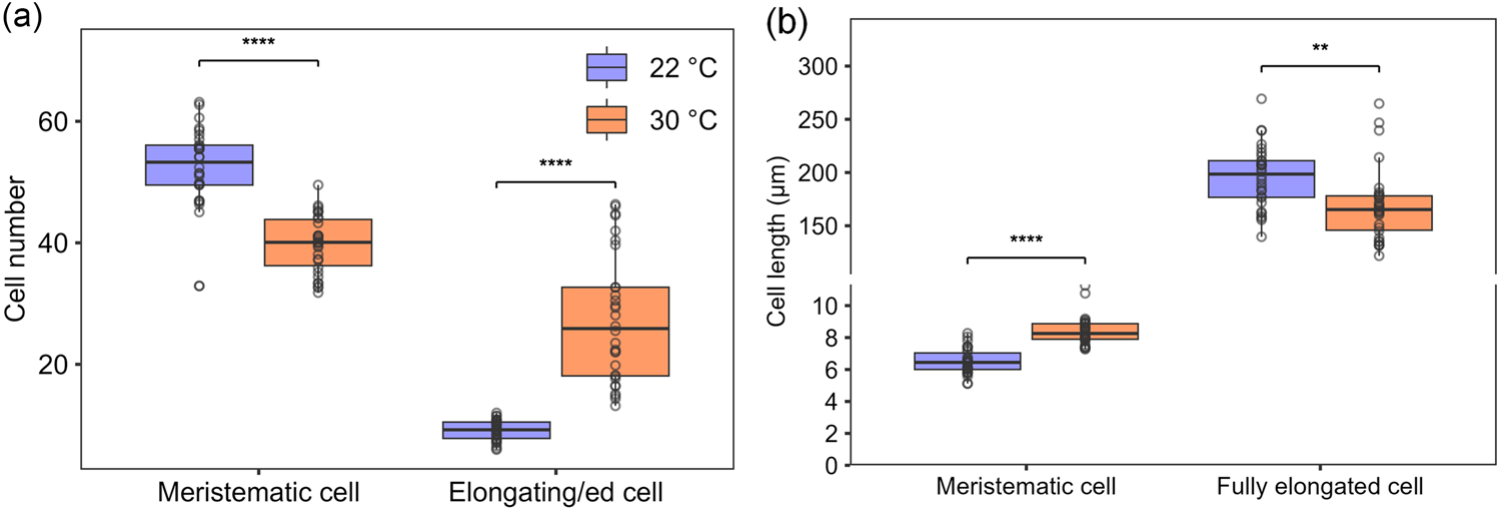
Effect of high temperature on cell size and number in the root tip. (a) Number of cells in the meristem and elongation zones (*n* = 30–33 seedlings from 6 plates; Supporting Information S2: Figure S2a). (b) Length of meristematic and fully elongated cells (*n* = 30–33 seedlings from 6 plates; Supporting Information S2: Figure S2b). Values indicate the mean ± SD. Differences were analyzed by one‐way ANOVA followed by LSD post hoc test (**p < 0.01; ****p < 0.0001). [Color figure can be viewed at wileyonlinelibrary.com]

### 2.3 Root Hair Specification Genes Are Expressed Differentially at High Temperature

To explore the mechanism by which high temperature inhibits root hair initiation, we evaluated RNA‐seq data from 1 mm root tips of 7‐day‐old seedlings exposed to control or high temperature for 48 h (Supporting Information S6: Table S1). 

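RNA was sequenced from the outermost 1 mm of the primary root of Arabidopsis thaliana Col-0, a segment whose cells were not separated by type. The seedlings were 5 days old at the start of the treatment, spent 48 h at 22 °C (control) or 30 °C (high temperature) and were 7 days old at harvest. The sample labels give 4 biological replicates per temperature, whereas the methods give 3, and the values reported here are over all 4 libraries per temperature. Each replicate was a pool of 50 seedlings from 5 plates. The authors purified poly(A) RNA, made directional libraries, aligned the reads with HISAT2 to the TAIR10 genome and normalized the read counts per gene with the size factors of DESeq2. The aligner, the build and the normalization are named in the submitters' processing notes, and tool versions are not given in the sources used here. In the deposited normalized values, 100% of the entries were whole multiples, within 0.01 of a read, of what 1 read was worth in the library, so that the reads could be recovered. The control libraries held 38396646 to 40750937 reads in genes (median 39877384) and the high temperature libraries 38216649 to 41833843 (median 38549685). The normalized values summed to 42200084 ± 178664 (SD, n = 4) per control library and to 36647833 ± 359090 (SD, n = 4) per high temperature library, a ratio of 0.868, so that the choice of scaling could move fold changes. Differences between the temperatures were tested with limma on log2(normalized value + 0.5) over the 21739 of 23632 genes with a mean normalized value of at least 1. Genes with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.58 were called higher or lower, which are the thresholds the paper states for DEGs. On this scale the fold change of genes with few reads depends on the pseudocount. Named genes were also compared by an exact two-sided permutation test over the 70 arrangements of the 8 libraries, whose smallest possible p is 0.029.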

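Most of the tested genes of root hair growth and part of those for expansins were lower in root tips after 48 h at 30 °C than at 22 °C. Of the 38 tested genes of root hair growth, 28 were lower, none was higher and 10 did not pass both thresholds (28 lower also when adjusted over the list alone). EXPA7 (AT1G12560), an expansin of root hairs, fell from a normalized value of 76.4 ± 26.1 (SD, n = 4) to 2.62 ± 5.24 (SD, n = 4), a log2 fold change of -6.08 (adjusted p = 6.6e-06 from limma). COBL9 (AT5G49270), which encodes a COBRA-like protein of root hair tip growth, fell from 674 ± 224 to 6.95 ± 8.45 (SD, n = 4 each), a log2 fold change of -7.93 (adjusted p = 1.4e-06 from limma). RHS9 (AT1G69240) had a normalized value of 83.6 ± 21.4 (SD, n = 4) in the control and no read at high temperature, so that it was at least 119-fold lower against a floor of 3 reads over the group. PRP3 (AT3G62680), a proline-rich protein of the root hair wall, had a log2 fold change of -5.00. Of 16 further genes for expansins of the A type, which loosen the wall, 9 were lower and 2 were higher (9 and 2 when adjusted over the list alone). The lower ones included EXPA12 (log2 fold change -4.17), EXPA16 (-2.78), EXPA17 (-2.22) and EXPA11 (-2.02), and the higher ones, named after their values were seen, were EXPA4 (0.63) and EXPA8 (0.73). Genes for xyloglucan endotransglucosylases, which remodel wall xyloglucan, went both ways, with 8 of 18 lower and 6 higher (8 and 6 when adjusted over the list alone). Among them XTH24 rose by 6.47 on the log2 scale, XTH22 rose from 76.9 ± 9.74 to 945 ± 190 (SD, n = 4 each), XTH5 fell by 2.41 on the log2 scale, and XTH14, with no read at high temperature, was at least 8.29-fold lower. Of 45 genes described as extensins, structural wall proteins, 19 were lower and 4 were higher.
Histone genes and genes of photosynthesis were lower as well. Of 27 tested histone genes 18 were lower and 1 was higher (18 and 1 when adjusted over the list alone), among them HTA6 (log2 fold change -1.71) and HIS4 (-1.61), while the linker histone H1.3 rose from 0.815 ± 1.05 to 27.6 ± 6.99 (SD, n = 4 each). Near-identical histone copies may share reads, so values of single histone genes are uncertain. Of 14 tested photosynthesis genes 11 were lower and 1 was higher (11 and 1 when adjusted over the list alone). PSAD of photosystem I fell from 58.7 ± 3.03 to 1.187 ± 1.84 (SD, n = 4 each) and the chlorophyll-binding protein gene CAB1 from 106 ± 14.4 to 14.2 ± 2.85, whereas RCA, named after its values were seen, had a log2 fold change of 0.82.
The mean log2 fold change was -2.42 over the root hair growth list (camera, adjusted p = 9.8e-06), -1.13 over the expansin list (adjusted p = 0.0035), -0.78 over the histone list (adjusted p = 1.3e-09) and -1.88 over the photosynthesis list (adjusted p = 0.010), and 0.03 over the xyloglucan endotransglucosylase list, whose median was -0.32 (adjusted p = 0.708). With an estimated correlation between genes, camera gave adjusted p = 0.278 for root hair growth, adjusted p = 0.194 for the expansins, adjusted p = 0.194 for the histones and adjusted p = 0.278 for photosynthesis, and the last of these calls was also lost with DESeq2. Fig. 3 and part of Table S1, from the same experiment, had been read when these lists were set. The directions of the lists are therefore not independent evidence. High temperature replicate 3 held an EXPA7 value of 10.5 against 0 in the other 3 high temperature libraries, and its value of CASP1, a gene of the differentiating endodermis named after its values were seen, was 94.3 against 0.877 to 7.51. Without this library 28 root hair growth genes and 10 expansin genes were lower, EXPA7, then with no read at high temperature, was at least 82.5-fold lower, and the log2 fold change of COBL9 was -8.84, against -7.12 without high temperature replicate 1 or 2 and -8.62 without replicate 4. PRP3 was at -5.72 without high temperature replicate 1 and PSAD at -6.40 without replicate 4. On the recovered reads EXPA7 was at -4.87 by DESeq2 and COBL9 at -6.59 by edgeR. After quantile normalization 1 expansin gene of the list was higher.

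**Figure D1:**
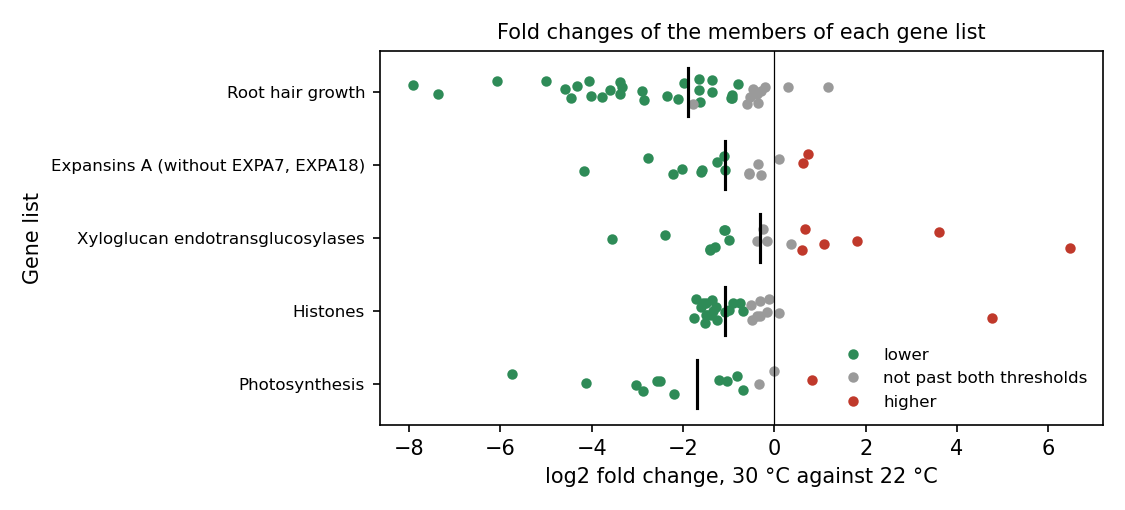
Log2 fold changes (30 °C against 22 °C, n = 4 libraries each, x axis) of the tested members of 5 gene lists (y axis), each point a gene, green where lower, red where higher and grey where not past both thresholds, with a black line at the median of each list. The medians of the root hair growth, expansin, histone and photosynthesis lists lie at -1.88, -1.09, -1.08 and -1.70, and the points of the xyloglucan endotransglucosylase list spread to both sides.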

According to the Gene Ontology (GO) functional classification with all the differentially expressed genes (DEGs) (Figure 3a,b), downregulated genes were enriched for various root hair, cell wall and cell growth‐associated terms (Figure 3c). Indeed, a number of key genes involved in trichoblast‐atrichoblast epidermal patterning, which is the earliest event in root hair development, were affected (Table 1). 

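GL3 and EGL3, which encode bHLH partners in the complex that specifies non-hair cells, had less transcript at high temperature, and so had CPC and ETC1, which encode small R3 MYB proteins. GL3 (AT5G41315) fell from 1099.8 ± 107 to 408 ± 30.3 (SD, n = 4 each), a log2 fold change of -1.43 (standard error 0.0755, adjusted p = 1.5e-10 from limma). EGL3 (AT1G63650) fell from 1152 ± 70.6 to 436 ± 47.4 (SD, n = 4 each), a log2 fold change of -1.40 (standard error 0.0759, adjusted p = 1.9e-10 from limma). WER (AT5G14750), the MYB partner in this complex, was at 1888 ± 134 in the control and at 1278 ± 57.7 at high temperature (SD, n = 4 each). Its log2 fold change of -0.56 (standard error 0.0526, adjusted p = 1.2e-07 from limma) lay under the fold threshold, and each high temperature library was below each control library (exact permutation test, two-sided p = 0.029). CPC (AT2G46410) fell from 702 ± 54.1 to 356 ± 31.5 (log2 fold change -0.98, adjusted p = 1.8e-08 from limma). ETC1 (AT1G01380) fell from 97.6 ± 6.14 to 3.79 ± 3.06 (log2 fold change -4.83, adjusted p = 1.2e-07 from limma). TRY (AT5G53200), another R3 MYB gene, was at 51.9 ± 7.06 and 52.2 ± 18.165 and had a log2 fold change of -0.07 (adjusted p = 0.836 from limma).
Of the 3 tested R3 MYB genes, 2 were thus lower (2 when adjusted over the list alone), with adjusted p = 0.19 for the list from camera. The values of these genes in the paper's Table 1, from the same experiment, had been seen when the list was set, so that the count is not independent evidence of the direction. WER passed the fold threshold without control replicate 1 (log2 fold change -0.58), without control replicate 2 (-0.60) or without heat replicate 3 (-0.59), and was at -0.36 after total-sum rescaling of the libraries.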

Transcription factor genes involved in the specification of non‐root hair identity, like *WEREWOLF* (*WER*), *GLABRA3* (*GL3*), *ENHANCER OF GLABRA3* (*EGL3*), were expressed lower in the heat, as were their targets *CAPRICE* (*CPC*) and *ENHANCER OF TRY AND CPC1* (*ETC1*), encoding mobile hair cell identity proteins. Neither of these, however, affected the expression of the downstream master regulator *GL2*, which was similar in control and high temperature. 

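GL2 (AT1G79840), the homeodomain factor gene expressed in non-hair cells, was at 2143 ± 72.0 (SD, n = 4) in the control and at 2154 ± 63.1 (SD, n = 4) at high temperature. The single control libraries were at 2070.5, 2139.7, 2241 and 2119, and those at high temperature at 2193, 2208, 2147 and 2068, so that the groups overlapped. The log2 fold change was 0.01 (standard error 0.0386, adjusted p = 0.866 from limma; exact permutation test, two-sided p = 0.8286). TTG1 (AT5G24520), the WD40 partner of the complex that activates GL2, was at 994 ± 77.4 and 1074 ± 117 (SD, n = 4 each), a log2 fold change of 0.11 (adjusted p = 0.209 from limma). After total-sum rescaling, which moved the median of all genes to 0.21, GL2 was at 0.21 as well (adjusted p = 2.0e-04 from limma), and after quantile normalization at 0.09 (adjusted p = 0.047 from limma), both under the fold threshold. Over all alternative settings its adjusted p lay between 2.0e-04 and 0.983.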

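The bHLH genes that start root hair development had less transcript after 48 h at 30 °C. RHD6 (AT1G66470), which acts at the initiation of the hair, fell from a normalized value of 1435 ± 134 (SD, n = 4) to 630.0 ± 59.5 (SD, n = 4), 2.28-fold. RSL4 (AT1G27740), which drives hair growth, fell from 120.2 ± 20.3 to 32.1 ± 7.77 (SD, n = 4 each), 3.75-fold. RSL2 (AT4G33880) was low in the control, at 7.89 ± 4.07 (SD, n = 4), and had no read in any high temperature library.
The log2 fold change of RHD6 was -1.19 (standard error 0.0744, adjusted p = 1.0e-09 from limma) and that of RSL4 was -1.91 (standard error 0.211, adjusted p = 7.9e-07 from limma). The control libraries held 1323, 1335, 1609 and 1472 of RHD6 and 148, 100.6, 121 and 111 of RSL4, and the high temperature libraries held 557, 659, 610 and 694 of RHD6 and 23.45, 28.1, 36.2 and 40.7 of RSL4. For both genes each high temperature library was below each control library (exact permutation test, two-sided p = 0.029). RSL2 had 30 reads over the 4 control libraries, at normalized values of 13.4, 4.42, 5.33 and 8.37, and 0 reads at high temperature (adjusted p = 5.2e-05 from limma). Against a floor of 3 reads over the group RSL2 was at least 11.3-fold lower, a bound that covers counting error only.

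**Figure D2:**
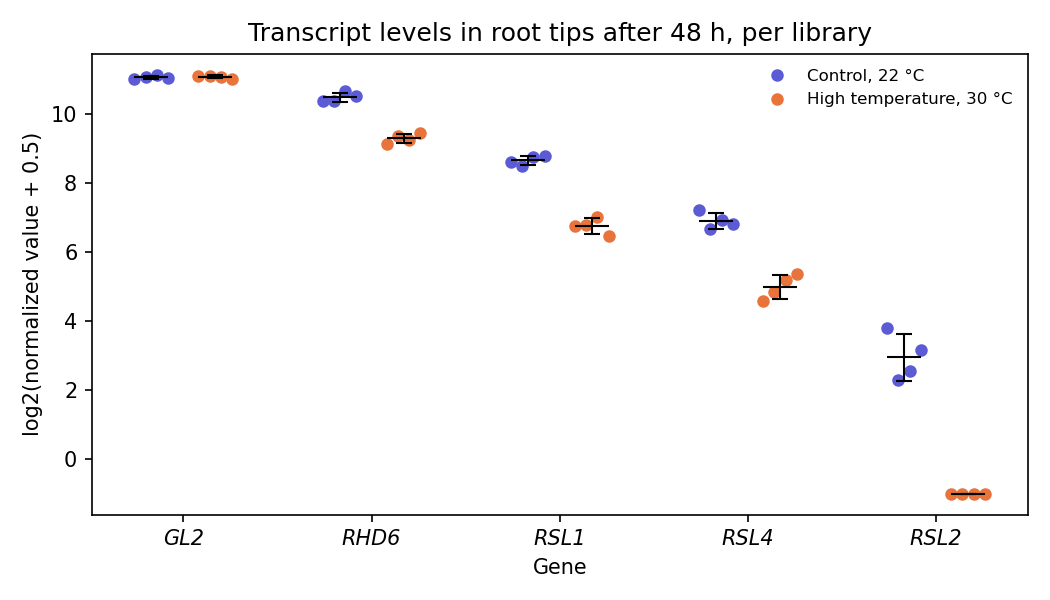
Log2(normalized value + 0.5) (y axis) of GL2, RHD6, RSL1, RSL4 and RSL2 (x axis) in each of the 4 control libraries (22 °C, blue) and the 4 high temperature libraries (30 °C, orange), with a bar at the group mean and an error bar of 1 SD. The points of the temperatures overlap for GL2 and are apart for the other genes, and the 4 high temperature points of RSL2 lie at the value of 0 reads.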

Interestingly, however, the root hair identity genes that are normally repressed by GL2, that is, *ROOT HAIR DEFECTIVE*6 (*RHD6*), *RHD6*‐*LIKE4* (*RSL4*) and *RSL2*, were downregulated at high temperature. The latter suggests increased GL2 activity in root epidermal cells or *GL2*‐independent downregulation of these genes.

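Of the 7 tested genes for root hair bHLH factors, 6 were lower at high temperature, none was higher and 1, LRL1, named after its values were seen, did not pass both thresholds (6 lower also when adjusted over the list alone). The mean log2 fold change over this list was -1.88 (camera, adjusted p = 0.0035). With an estimated correlation between genes camera gave adjusted p = 0.194. Values of part of the list, in the paper's Table 1, had been seen when the list was set, so that its direction is not independent evidence. From the lower RHD6, RSL4 and RSL2 transcripts beside a similar GL2 transcript, the paper first proposes that GL2 was more active in epidermal cells or that these genes were repressed independently of GL2. After its work with marker lines and with mutants of GL2 and its upstream regulators, the paper concludes that GL2 was not required.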

**Figure 3:**
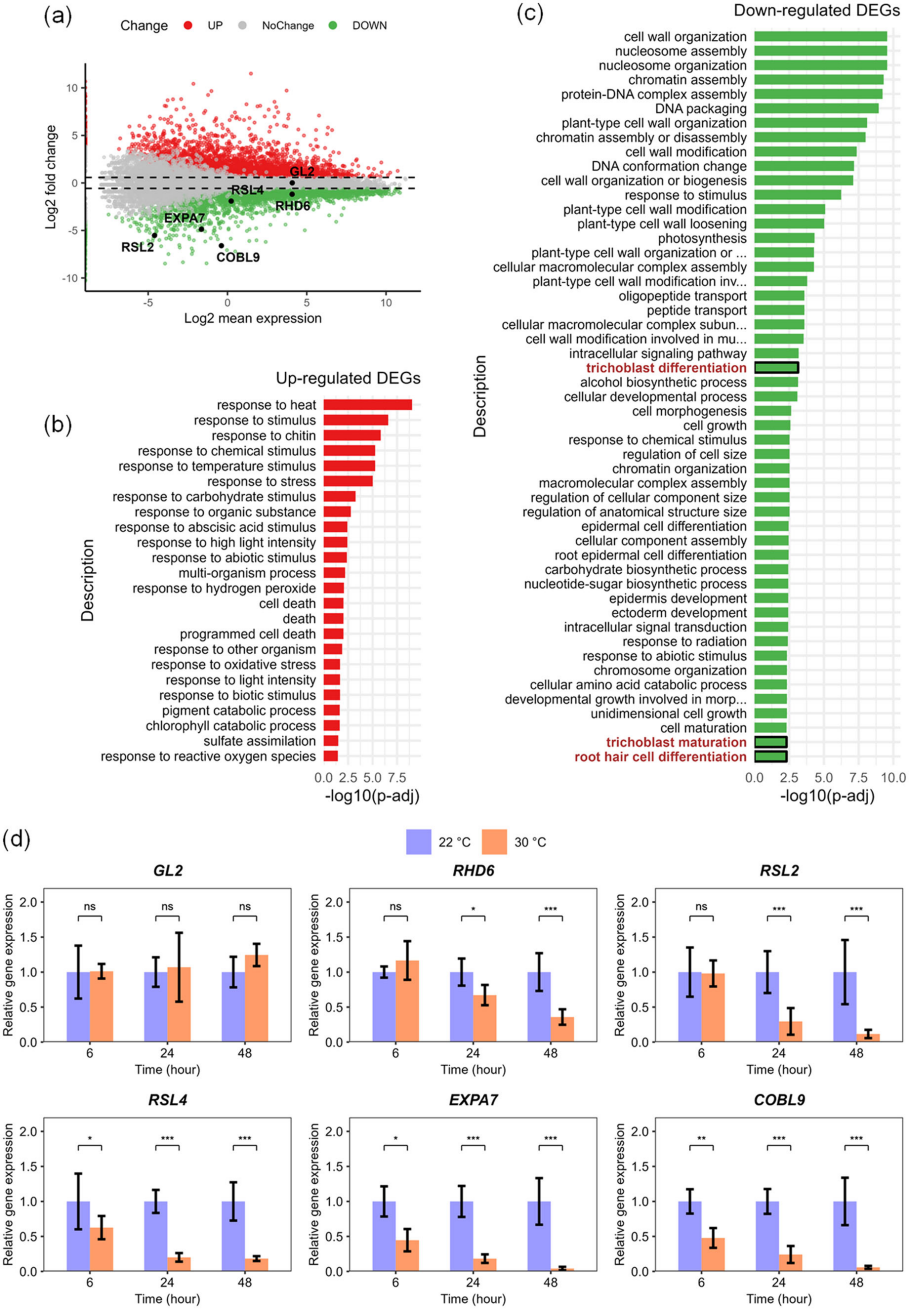
Transcriptomic response to high temperature in the root tip. (a) MA plot showing the DEGs according to fold change and significance. Grey dots indicate genes with no significant difference in expression, red dots indicate upregulated differential expression genes, green dots indicate downregulated differential expression genes. (b) GO enrichment analysis of DEGs from RNA‐seq analysis that were upregulated under heat stress. (c) GO enrichment analysis of DEGs that were downregulated under heat stress. The lengths of the bars indicate the −log_10_(*p* value) of the enrichment. The annotations highlighted in red represent the GO terms of our interest. (d) qRT‐PCR analysis of root hair specification genes at various time points after start of the high temperature treatment (*n* = 4 plates with 10 root tips each, with 3 technical replicates each). Data were normalized against control treatment for each time point, and values represent the mean ± SD. Differences were analyzed by one‐way ANOVA followed by LSD post hoc test (ns, not significantly different; *p < 0.05; **p < 0.01; ***p < 0.001). [Color figure can be viewed at wileyonlinelibrary.com]

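After 48 h at 30 °C, 4344 of the 21739 tested genes were higher and 3797 were lower than at 22 °C, which is 20.0% and 17.5% of them. The largest increase was that of HSP23.6 (AT4G25200), a small heat shock protein of mitochondria, from 2.16 ± 2.68 to 6176 ± 1580 (SD, n = 4 each), a log2 fold change of 11.95 (adjusted p = 1.3e-10 from limma). AT5G09570, described as a Cox19-like protein of the CHCH family, rose from 16.3 ± 8.35 to 13855 ± 142 (log2 fold change 9.87). Genes described as DUF295 proteins followed, with log2 fold changes of 9.54 for AT5G52930, 9.51 for AT5G54560, 9.38 for AT5G54550 and 8.28 for AT5G52940, and with AT4G25930 at least 256-fold higher. The peroxidase gene PRXCB (AT3G49120) was at least 402-fold higher, the MATE efflux family gene AT2G04050 had a log2 fold change of 8.65 and AT2G03130 had 8.54. Among the largest decreases were genes of cell wall proteins. The extensin-like AT3G54580 fell from 1495 ± 354 to 11.2 ± 14.6 (SD, n = 4 each), HRGP1 (AT3G54590) had a log2 fold change of -8.17, and the peroxidase AT3G49960 was at least 187-fold lower. The defensin-like AT4G22214 and AT4G22217 were at least 309-fold and at least 187-fold lower, the amino acid transporter family gene AT3G09330 at least 287-fold and the subtilase gene SBT1.3 at least 218-fold. AT5G62330 and the lipid transfer-like AT4G22640 had log2 fold changes of -7.88 and -7.79.
Of the 18 tested chaperones and heat shock regulators 14 were higher and none was lower (14 when adjusted over the list alone). HSP70-4 rose from 695 ± 79.5 to 32962 ± 4617 (SD, n = 4 each), and the log2 fold changes of MBF1C, HSP90-1 and ROF2 were 4.05, 3.86 and 3.79. Of 6 tested genes for small heat shock proteins 5 were higher and none was lower (5 when adjusted over the list alone), among them HSP17.6 (7.32), HSP17.7 (7.27) and HSP22, at least 79.2-fold higher. Only 7 of the 16 entries of this list had matched the reference. Among the 38 tested genes described as small heat shock proteins 19 were higher and 6 were lower. Genes of sulfate assimilation and sulfur starvation rose too, 8 of 12, with 1 lower (8 and 1 when adjusted over the list alone). SDI1 had a log2 fold change of 7.27, LSU2 of 6.75 and APR2 of 2.24, and the lower gene, APK2, was named after its values were seen (-1.84).
The mean log2 fold change was 1.85 over the chaperone list (camera, adjusted p = 5.6e-07), 6.27 over the small heat shock protein list (adjusted p = 0.0058) and 2.00 over the sulfur list (adjusted p = 0.013). With an estimated correlation between genes camera gave adjusted p = 0.278, adjusted p = 0.281 and adjusted p = 0.340 for the 3 lists. These lists too were set after Fig. 3 and part of Table S1 had been read, so that their directions are not independent evidence. Control reads of AT5G54560 were found in replicate 2 only and those of AT5G54550 in replicate 1 only, and reads of HRGP1 at high temperature in replicate 3 only. Without these libraries only bounds hold, AT5G54560 at least 619-fold and AT5G54550 at least 414-fold higher and HRGP1 at least 318-fold lower. Without control replicate 2 the log2 fold change of HSP23.6 was 12.61 and that of AT2G03130 was 7.67, without control replicate 3 that of HSP17.7 was 6.37, without control replicate 1 that of LSU2 was 6.11, that of AT5G62330 was -7.27 without high temperature replicate 1 or 2 and -8.55 without replicate 3, and that of AT3G54580 was -7.10 without high temperature replicate 1 and -9.11 without replicate 3. With every library rescaled to the same total the counts were 5965 higher and 2599 lower, 69.7% of the calls higher against 53.4%, and the median log2 fold change of all genes went from 0.01 to 0.21. With quantile normalization they were 3761 and 3892, 49.1% of the calls higher.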

**Table 1:** High temperature response of key regulators of root hair specification revealed by RNA‐seq analysis.

Gene name	Gene_ID	log_2_FoldChange	*P*_adj_	Category^a^
*WER*	AT5G14750	−0.56	0.000	N
*GL2*	AT1G79840	0.01	0.889	N
*TTG1*	AT5G24520	0.11	0.238	N
*GL3*	AT5G41315	−1.43	0.000	N
*EGL3*	AT1G63650	−1.40	0.000	N
*CPC*	AT2G46410	−0.97	0.000	H
*TRY*	AT5G53200	0.01	0.981	H
*ETC1*	AT1G01380	−4.70	0.000	H
*RHD6*	AT1G66470	−1.19	0.000	H
*RSL2*	AT4G33880	−5.53	0.000	H
*RSL4*	AT1G27740	−1.91	0.000	H

^a^ *N* refers to genes involved in non‐root‐hair cell identity, H to those involved in root‐hair cell identity.

Based on the RNA‐seq analysis, we analyzed the expression of *GL2*, *RHD6*, *RSL4* and *RSL2*, involved in root hair cell fate determination, and *EXPA7* and *COBL9*, involved in root hair tip growth, at different time points after high‐temperature exposure, using qRT‐PCR (Figure 3d). Consistent with the RNA‐seq analysis, *GL2* showed no significant difference in expression levels between control and high temperature, indicating *GL2* was not responsive to heat stress at the transcriptional level. *RHD6* and *RSL2* showed significant and sharp decreases from 24 h after the start of high‐temperature treatment, and for *RSL4*, this trend was visible from 6 h onwards. *EXPANSIN A7* (*EXPA7*) and *COBRA*‐*LIKE 9* (*COBL9*) were also downregulated, which was already detectable after 6 h of treatment.

### 2.4 Inhibition of Root Hair Development Is Independent of GL2 Activity

Previous studies reported that *GL2* and *CPC* are strictly expressed in non‐hair epidermal cells. To investigate whether the position‐dependent pattern of epidermis cell types is maintained at high temperature, we examined transgenic lines expressing β‐glucuronidase (GUS) under the control of the *GL2* or *CPC* promoter. GUS staining showed that after 48 h at high temperature, the root epidermis maintained a clear cell type pattern consisting of one to three GUS‐positive non‐hair cell files next to one GUS‐negative hair cell file (Figure 4a,b). We also investigated the position of *GL2* expressing epidermal cells with respect to cortical cells by imaging *GL2::GFP* in the root and digitally reconstructing transverse sections from stacked images. GFP expression was observed in epidermal cells overlaying a single cortical cell and never in those located over the cleft between two cortical cells (Figure 4c), indicating that root hair cell fate specification was maintained correctly. To further confirm that inhibition of root hair development upon high‐temperature exposure was not due to altered activity of *GL2* and its upstream regulators, we tested the high‐temperature response of hairy genotypes *gl2‐3*, *wer‐1*, *gl3‐1 egl3‐1*, *ttg1‐9*, *ttg1‐11* and *ttg1‐12*. All mutants showed a dramatic increase in the distance from the root tip to the first root hair under high temperature, indistinguishable from the wild type (Figure 5 and Supporting Information S3: Figure S3).

**Figure 4:**
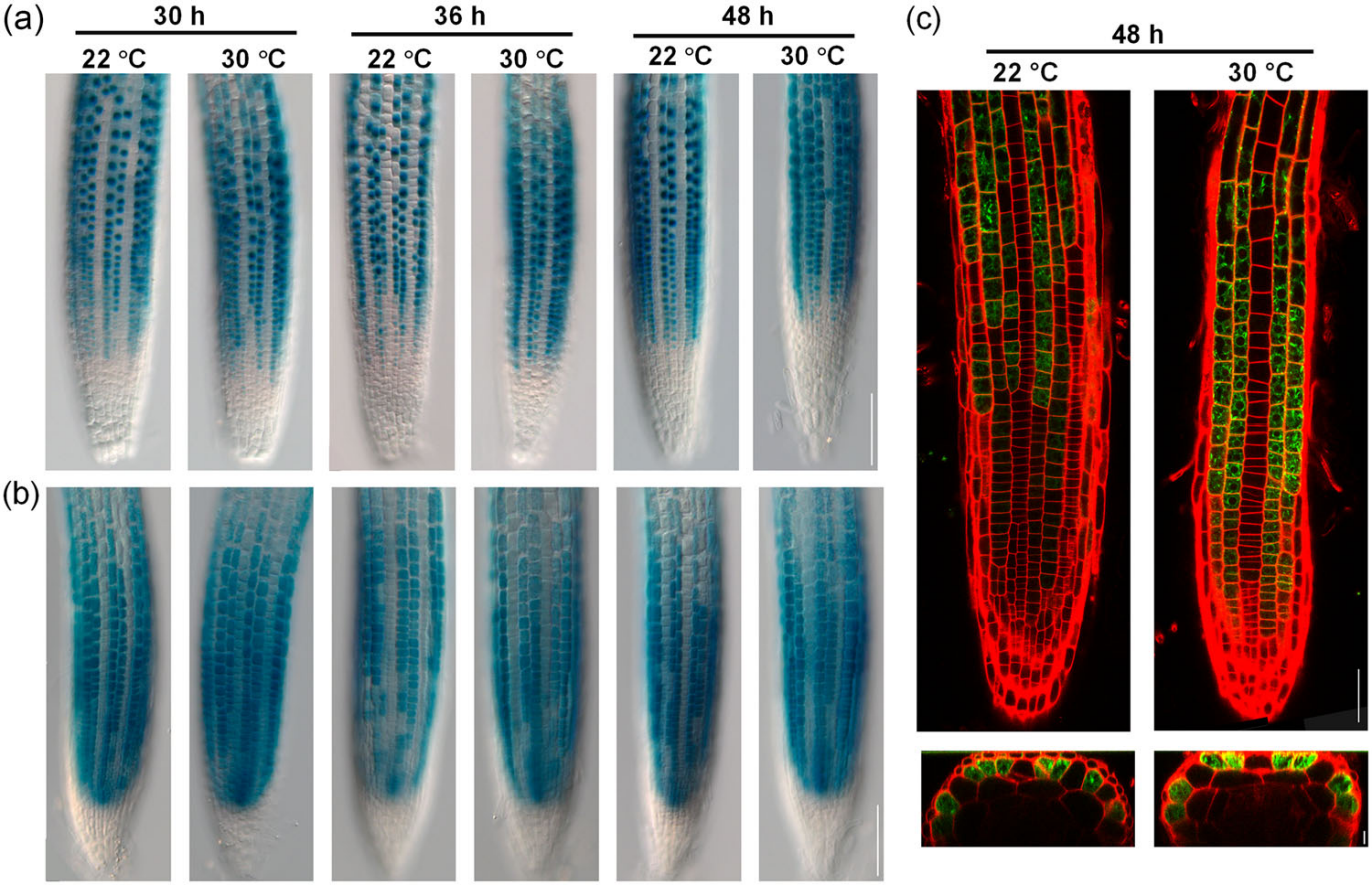
*GL2* and *CPC* promoter activity at high temperature. Expression pattern of *GL2::GUS* (a) and *CPC::GUS* (b) in H‐position cells. (c) Reconstructed transverse sections of the roots of plants expressing *GL2::GFP*, grown at control or high temperature for 48 h. Bars = 100 μm (a, b), 50 μm (c upper images) and 10 μm (c bottom images). [Color figure can be viewed at wileyonlinelibrary.com]

**Figure 5:**
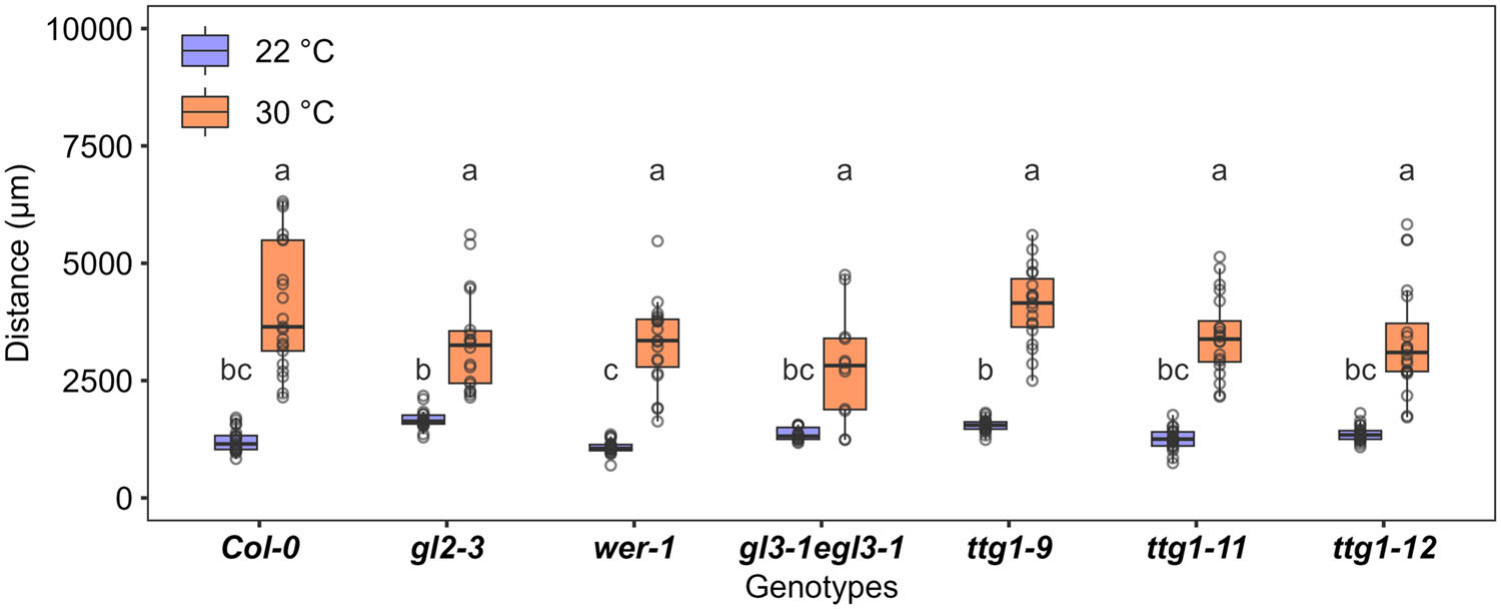
Root hair initiation in mutants of *GL2* and its upstream regulators at high temperature. Quantification of the distance between the root tip and the first root hair bulge of different genotypes grown under control and high temperature (*n* = 14–20 seedlings from 2 plates; Supporting Information S3: Figure S3). Differences were analyzed by one‐way ANOVA followed by Tukey post hoc test. Different letters indicate a significant difference (*p* < 0.05). [Color figure can be viewed at wileyonlinelibrary.com]

### 2.5 Overexpression of RHD6 Rescues Root Hair Initiation

Given that *GL2* and its upstream root hair cell fate pathway were not involved in the suppression of root hair development at high temperature, we hypothesized that it was caused by the defective expression of the downstream *bHLH* transcription factors *RHD6*, *RSL4* and *RSL2*. To this end, we examined the phenotypes of inducible overexpression lines of *RHD6* under high‐temperature conditions (Figure 6a,b and Supporting Information S4: Figure S4). While the estradiol induction treatment did not affect the root hair response to high temperature in the wild‐type line, induced overexpression of *RHD6* fully rescued root hair development in two independent transgenic lines, making them insensitive to high temperature. Gene expression analysis by qRT‐PCR indicated that the high‐temperature insensitivity of root hairs of *RHD6* overexpression plants was accompanied by sustained transcription levels of the downstream RHD6‐like bHLH transcription factor genes, *RSL4* and *RSL2* (Figure 6c).

**Figure 6:**
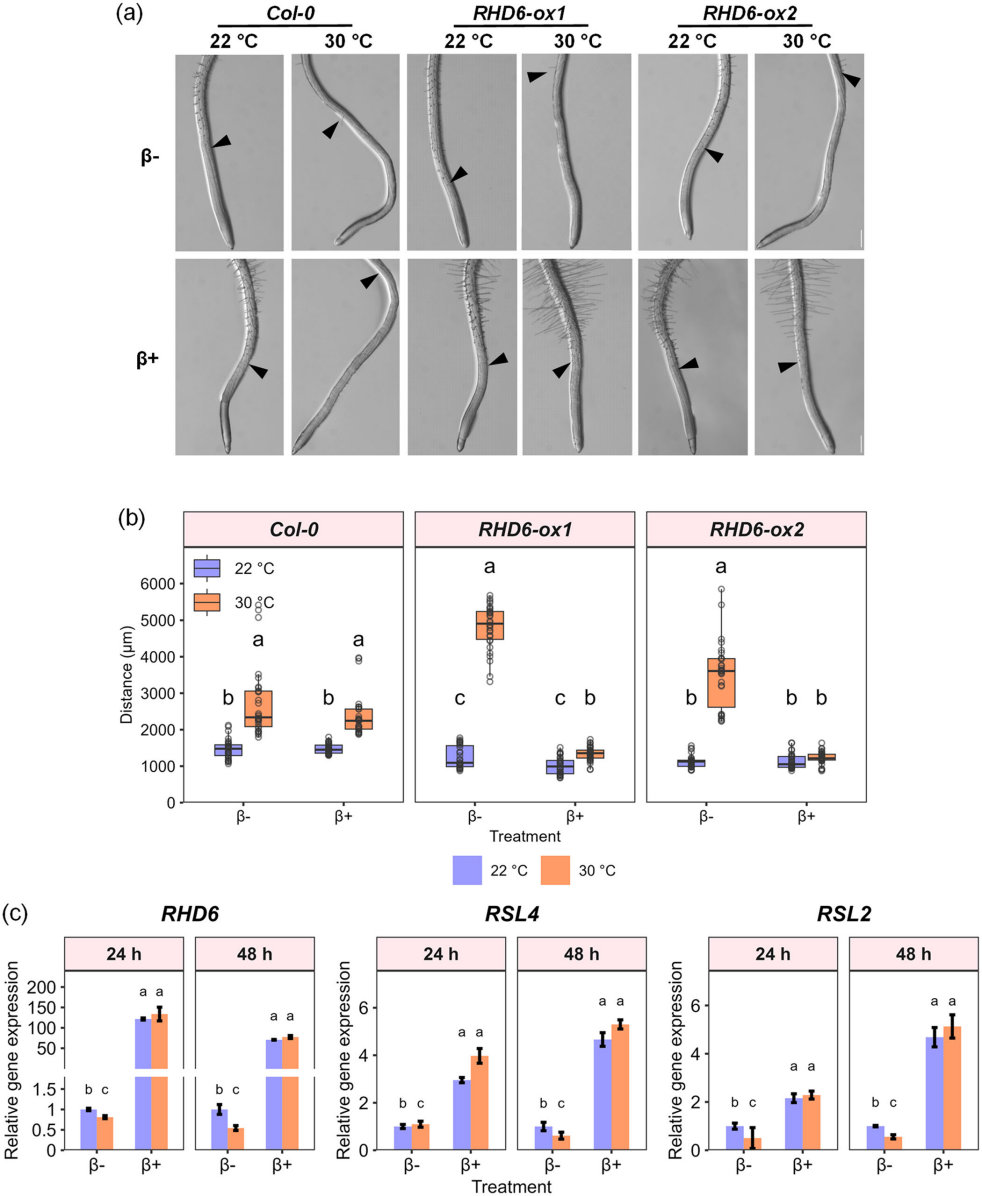
The effect of *RHD6* overexpression on root hair initiation at high temperature. (a) Representative images of root hairs in wild type (*Col‐0*) and two inducible *RHD6*‐overexpression lines, with and without β‐estradiol treatment indicated by β+ and β−, respectively, at control and high temperature. Bars = 300 μm. (b) Quantification of the distance from the root tip to the first root hair bulge in the overexpression lines (*n* = 30–31 seedlings from 6 plates; Supporting Information S4: Figure S4). Differences were analyzed by one‐way ANOVA followed by Tukey post hoc test. Different letters indicate a significant difference (*p* < 0.05). (c) Expression analysis of root hair initiation genes in *RHD6* overexpression roots (*n* = 4 plates with 10 root tips each, with 3 technical replicates each). Values indicate the mean ± SD. Differences at 24 and 48 h were analyzed separately by one‐way ANOVA followed by Tukey post hoc test. Different letters indicate a significant difference (*p* < 0.05). [Color figure can be viewed at wileyonlinelibrary.com]

### 2.6 Ethylene Treatment Rescues Root Hair Development at High Temperature

Expression of *RHD6* and *RSL4* is induced by ethylene as a result of the co‐activation of *RHD6* by *EIN3*‐type transcription factors. To further confirm that low expression of *RHD6* and *RSL4* limited root hair development at high temperature, we applied ACC to seedlings growing at control and high temperature. In the presence of 500 nM ACC, *RHD6*, *RSL4*, *RSL2* as well as the downstream genes *EXPA7* and *COBL9* were all strongly induced. Expression levels of *RSL4*, *EXPA7* and *COBL9* were still heat sensitive but remained at or above the level found in untreated seedlings at control temperature (Figure 7a). This molecular phenotype was accompanied by a nearly full rescue of root hair initiation at high temperature (Figure 7b,c and Supporting Information S5: Figure S5).

**Figure 7:**
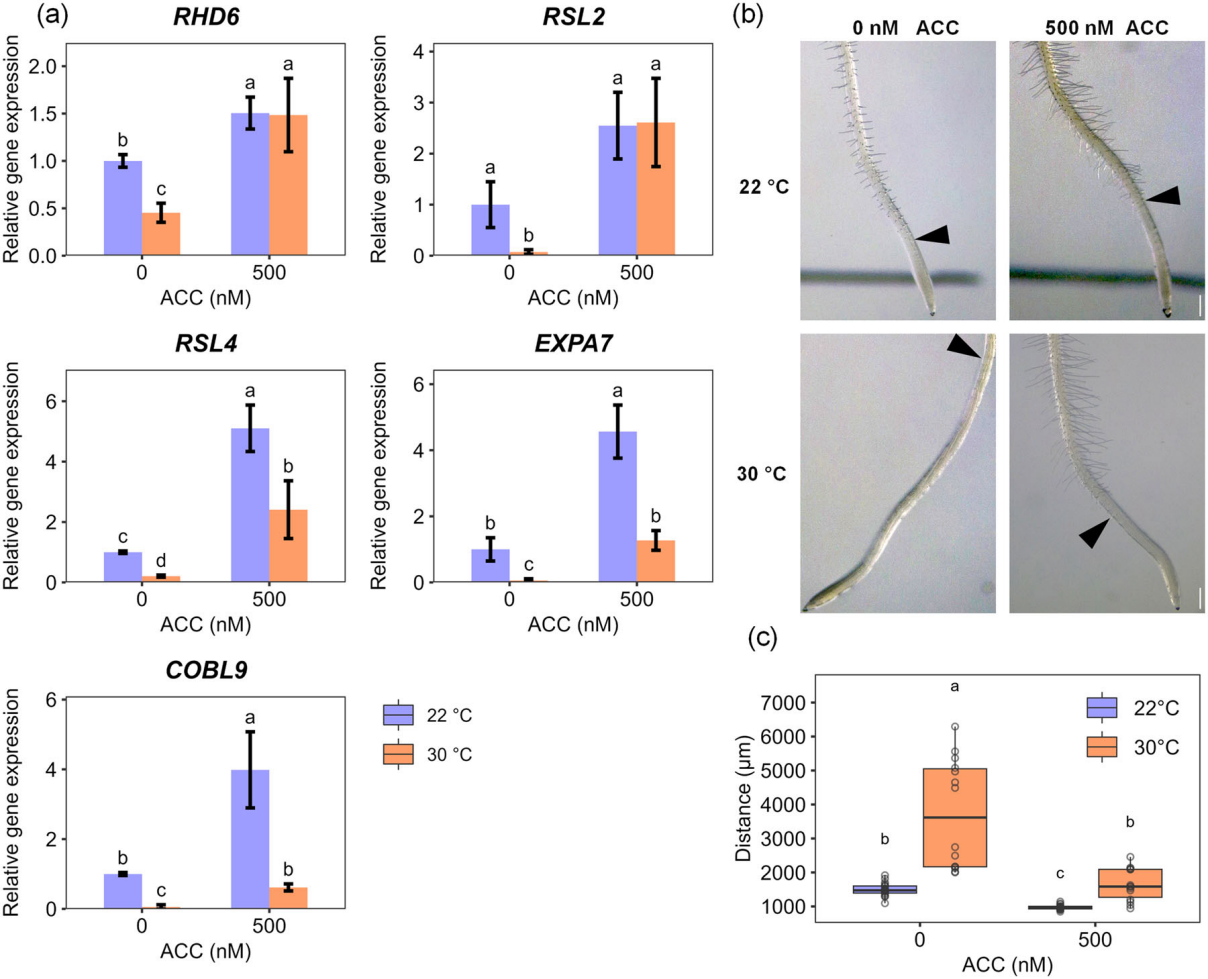
The effect of exogenous ACC on root hair development at high temperature. Five‐day‐old seedlings were treated with 500 nM ACC and high temperature for 48 h. (a) Expression of root hair developmental genes upon ACC treatment. Values indicate the mean ± SD (*n* = 4 plates with 10 root tips each, with 3 technical replicates each). (b) Representative roots from control and ACC treatment. Bars = 300 μm. (c) Quantification of the distance from root tip to the first root hair (*n* = 20 seedlings from 2 plates; Supporting Information S5: Figure S5). Differences were analyzed by one‐way ANOVA followed by Tukey post hoc test. Different letters indicate a significant difference (*p* ≤ 0.05). [Color figure can be viewed at wileyonlinelibrary.com]

## 3 Discussion

Climate change results in increased frequency, duration and severity of heatwaves, which not only affect the temperature of the air, and thus plant shoots, but also that of the top soil layer, and thus plant roots (Munns et al. 2010; Pogačar et al. 2022). Despite the crucial role of root hairs in water and nutrient physiology, little is known about the effect of high temperature on root hair formation. We found that exposure to long‐term mild heat suppressed root hair initiation and that this was due to a GL2‐independent downregulation of *RHD6* and *RHD6‐like* genes.

Previous research has indicated that root hair initiation and growth are highly responsive to stress factors, such as low water or low nutrient availability, and that the response can often be regarded as adaptive, that is, positively affecting tolerance to the stress factor (Cheng et al. 2016; Hanif and Davies 1998; He et al. 2015; Ma et al. 2001; Powell et al. 1988; Wang et al. 2008). During periods of high temperature, plants benefit from sustained or even enhanced stomatal opening, as it allows for the maintenance of photosynthesis and transpirational tissue cooling. As such, it may be hypothesized that high temperature would have a stimulatory effect on root water uptake capacity and thus lead to increased root hair numbers and root hair length, allowing for better exploration of the soil. Unexpectedly, we found that upon exposure to high temperature, root hair initiation was suppressed. While the distance between the root tip and the first root hair bulge increased mildly in the first 2 days of exposure, indicative of delayed initiation, from 48 h after the start of the high temperature onwards, it increased linearly, and at a rate very comparable to the root elongation rate in that period of treatment (several mm per day). Together with the fact that no immature root hairs were observed anymore at these later time points, it can be concluded that root hair initiation was fully inhibited after 48 h. Concomitantly, mature root hair length had decreased at 48 h of high‐temperature exposure. Also, in cotton, high temperature decreased root hair density and length significantly (Fan et al. 2022). Different from these findings, and in line with the hypothesis, Mohammad (2000) reported increased proximity of the hair zone to the root tip upon simultaneous application of water deficit and high‐temperature stress in trifoliate orange. However, this was assumed to be caused by severe inhibition in root cell growth rate under the heat and water deficit combination, rather than through stimulation of root hair initiation. Taken together, hair initiation and elongation are particularly sensitive to long‐term high temperature, and we suggest that the observed response reflects damage rather than physiological adaptation.

Interestingly, the response of root hair density and root hair length was opposite in the first 12 h after the start of the stress. We propose that this first phase reflects the increased speed of development and cellular growth at a higher temperature, according to the thermal time concept (Parent et al. 2019), or an interaction between early stress response and growth pathways, for example, due to hormonal changes such as ethylene and jasmonate signalling (Feng et al. 2017; Han et al. 2023; Zhu et al. 2006). Either way, the positive effect quickly becomes masked by accumulated heat damage.

We found that high temperature led to downregulation of the MBW complex genes *WER*, *GL3* and *EGL3* and MBW targets *CPC1* and *ETC1* but not *GL2*. 

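MYC1 (AT4G00480), a bHLH gene close to GL3 and EGL3, fell from 1352 ± 52.6 to 518 ± 43.4 (SD, n = 4 each), a log2 fold change of -1.39 (adjusted p = 2.3e-11 from limma). MYB23 (AT5G40330), whose protein can take the place of WER, rose from 227 ± 24.8 to 566 ± 46.2 (SD, n = 4 each), a log2 fold change of 1.32 (adjusted p = 3.2e-09 from limma). JKD (AT5G03150), a zinc finger gene of the tissue under the epidermis that acts on the patterning, fell from 1649 ± 47.4 to 1002.5 ± 47.9 (SD, n = 4 each), a log2 fold change of -0.72 (adjusted p = 1.3e-09 from limma). SCM (0.43) and TTG2 (0.27), named after their values were seen, lay under the fold threshold. Of 10 genes of non-hair cell patterning 4 were lower, 1 was higher and 5 did not pass both thresholds (4 and 1 when adjusted over the list alone). The mean log2 fold change over the list was -0.34. Against the other genes the list did not pass (camera, adjusted p = 0.327), whereas its own genes moved, on balance, downwards (fry, adjusted p = 5.6e-05). With fry 23 of the 28 lists passed, so that passing it sets this list little apart. Over the alternatives the list mean lay between -0.38 and -0.13. After total-sum rescaling JKD was at -0.51, under the fold threshold, and the counts were 3 lower and 2 higher.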

The apparent uncoupling of MBW and *GL2* gene expression may be explained by differences between target genes in sensitivity to MBW level. However, this still does not explain the opposite, hairless outcome, as observed here, which would require ectopic upregulation of *GL2* in the H position (Won et al. 2009). Such an upregulation was not detected in either, the transcript analyses and the *GL2* promoter‐marker analysis. Furthermore, the knockout of *GL2* did not rescue root hair initiation upon high‐temperature exposure. Thus, the molecular reason for the inhibition of root hair development by high temperature seems to lie downstream of epidermal patterning and GL2 activity.

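The 95% confidence interval of the log2 fold change of GL2 from limma ran from -0.07 to 0.09. It rests on 8066 reads over the 4 control libraries and 9244 reads over the 4 high temperature libraries. A rise past the fold threshold of 0.58 in the whole root tip lies outside this interval. The libraries average over all cells of the tip, so that hair and non-hair positions were not separated.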

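RSL1 (AT5G37800), the closest relative of RHD6, fell from 406 ± 37.1 to 108 ± 16.97 (SD, n = 4 each), a log2 fold change of -1.92 (standard error 0.123, adjusted p = 1.4e-09 from limma). LRL3 (AT5G58010), a bHLH gene of root hair growth, fell from 33.1 ± 13.7 to 4.64 ± 3.06 (SD, n = 4 each), a log2 fold change of -2.85 (adjusted p = 1.8e-04 from limma). Its relatives LRL2 and LRL1 were named after their values were seen. LRL2 (AT4G30980) fell from 1717 to 833 (log2 fold change -1.05, adjusted p = 2.1e-10 from limma), and LRL1 (AT2G24260) was at 2646 and 2148 (log2 fold change -0.30, adjusted p = 1.2e-06 from limma), under the fold threshold.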

A notable deviation from the normal epidermal cell differentiation programme was the lower expression of *RHD6*, *RSL2* and *RSL4* at high temperature, despite the absence of upregulation of *GL2*, their major upstream negative regulator. *RHD6* and related bHLH transcription factors control the initiation and growth of root hairs, making them clear candidates for mediation of the high‐temperature effect (Bruex et al. 2012). Indeed, we found that induced overexpression of *RHD6* fully complemented the high‐temperature effect. Furthermore, ethylene treatment, which also led to higher expression of the RHD6‐type bHLH genes, complemented the phenotype, too. Upregulation of *RHD6* and *RSL4* by ethylene has been reported before (Feng et al. 2017). This effect is different from the reported induction of ectopic root hairs by ethylene treatment in normal conditions caused by reduced expression of *GL2* (Qiu et al. 2021), which was not observed here. The reason for the downregulation of RHD6‐type bHLH genes at high temperatures remains to be determined. It is unlikely that the heat effect is mediated by modulation of endogenous ethylene biosynthesis or signalling, because ethylene‐insensitive genotypes still produce root hairs (Feng et al. 2017; Harkey et al. 2018) and well‐known ethylene‐responsive genes with functions other than root hair development (e.g., *PIN1*, *PIN2*, *PIN4*, *AUX1* and various ERF, e.g., *ERF1*/*ERF104*; Harkey et al. 2018; Illgen et al. 2020; Růžička et al. 2007) were not significantly downregulated in our RNA‐seq data. 

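Of the 5 ethylene-responsive genes named here that were tested, 1 was higher at high temperature and none was lower past both thresholds (1 and 0 when adjusted over the list alone). ERF104 (AT5G61600) rose from 197 ± 20.6 to 521 ± 12.6 (SD, n = 4 each), 2.65-fold (adjusted p = 7.8e-10 from limma). The auxin transporter genes PIN4, PIN2 and AUX1 did not pass both thresholds. PIN4 (AT2G01420) was at 2899.6 and 3004 (log2 fold change 0.05, adjusted p = 0.255 from limma). PIN2 (AT5G57090), at 23983 ± 849 and 19300.0 ± 690 (SD, n = 4 each), had a log2 fold change of -0.31 (adjusted p = 1.2e-06 from limma) and AUX1 (AT2G38120), at 7934 ± 268 and 7169.7 ± 329, had -0.15 (adjusted p = 0.0028 from limma), both under the fold threshold. After quantile normalization PIN2 was at 0.05 (adjusted p = 0.151 from limma) and AUX1 at 0.11 (adjusted p = 0.019 from limma), and after total-sum rescaling they were at -0.11 and 0.06. ERF1 was listed at 0 FPKM in all 8 libraries.
Of 21 tested genes of ethylene biosynthesis and signalling 2 were higher and none was lower (2 and 0 when adjusted over the list alone). After total-sum rescaling 4 were higher and none was lower, and after quantile normalization 3 were higher and 1 was lower. Both genes higher in the authors' scaling encode ACC synthases. ACS2 (AT1G01480) rose from 0.266, with reads in control replicate 3 only, to 134 ± 31.4 (SD, n = 4), a log2 fold change of 7.63 (adjusted p = 5.4e-10 from limma; at least 126-fold higher without that library), and ACS11 (AT4G08040) from 0.793 ± 0.997 to 15.1 ± 4.44 (SD, n = 4 each). The list means were 0.19 for the responsive genes, whose median had the other sign (camera, adjusted p = 0.882), and 0.55 for biosynthesis and signalling (adjusted p = 0.771).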

High temperature could affect accessibility of the promoters of RHD6‐type genes, reduce stability of their transcripts or influence the expression or activity of other upstream regulators. The C2H2‐type zinc finger protein ZINC FINGER PROTEIN1 (ZP1) mediates GL2 effects on RHD6‐type gene expression (Han et al. 2020), but we did not observe upregulation of ZP1 in our RNA‐seq data (Supporting Information S7: Table S2). Similarly, we did not find induction of the trihelix transcription factor GT2‐LIKE1 (GTL1), which inhibits RHD6 protein activity (Shibata et al. 2022), or downregulation of AT‐HOOK MOTIF NUCLEAR LOCALIZED17 (AHL17) and AHL28, which have been shown to stimulate RHD6 protein activity (Zeng et al. 2023). However, Jin et al. (2023) identified *ABRE‐BINDING FACTOR1* (*ABF1*), *ABF3* and *ABF4* as negative regulators of *RHD6* activity and root hair development during salt stress, and we found that the transcript level of *ABF1* rose markedly in root tips subjected to heat stress, about 2.4‐fold. This warrants further investigation into its potential role in regulating *RHD6* and downstream root hair‐specific genes at high temperature.

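GTL1 (AT1G33240) was at 6917 ± 550 in the control and at 5257 ± 53.4 at high temperature (SD, n = 4 each), a log2 fold change of -0.39 (adjusted p = 1.6e-06 from limma), under the fold threshold. AHL17 (AT5G49700) rose from 24.5 ± 8.73 to 172 ± 34.96 (SD, n = 4 each), a log2 fold change of 2.84 (adjusted p = 7.2e-08 from limma). AHL28 (AT1G14490) was at 27.4 ± 7.16 and 30.1 ± 7.57 (log2 fold change 0.14, adjusted p = 0.676 from limma; -0.10 after quantile normalization). Among the 14 tested genes for regulators of root hair development that the paper names in its introduction and discussion, 4 were higher and 2 were lower (4 and 2 when adjusted over the list alone), with a list mean of 0.16 (camera, adjusted p = 0.114). The paper names GTL1, AHL17, AHL28, ABF1, ABF3 and ABF4 as acting on RHD6, the auxin response factors on RSL2 and RSL4, OBP4 on RSL2, ZFP5 on CPC, and EIN3 and EIL1 on the activation of GL2, EIN3 also on RSL4. The auxin response factor gene ARF5 (log2 fold change 0.83) and the DOF factor gene OBP4 (0.82) were higher, while ARF19 fell from 1428 ± 86.2 to 445 ± 65.0 (SD, n = 4 each) and the zinc finger gene ZFP5 from 48.3 ± 10.6 to 10.4 ± 8.17. EIN3 (0.30), EIL1 (0.24), ARF7 (0.16) and ARF8 (-0.15, and 0.06 after total-sum rescaling) lay under the fold threshold. The log2 fold change of ZFP5 was -3.01, and -1.82 without high temperature replicate 1.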

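ABF1 (AT1G49720), a bZIP factor gene of the abscisic acid (ABA) response, rose 2.40-fold at high temperature, from 432 ± 21.1 to 1037 ± 69.0 (SD, n = 4 each). The log2 fold change was 1.26 (standard error 0.0625, adjusted p = 7.1e-11 from limma). ABF3 (AT4G34000), at 3199 ± 75.0 and 4104 ± 150.4, and ABF4 (AT3G19290), at 974 ± 33.9 and 1359.9 ± 83.6, had log2 fold changes of 0.36 and 0.48, under the fold threshold (SD, n = 4 each). Of 13 tested genes of ABA signalling and response 7 were higher and 1 was lower (7 and 1 when adjusted over the list alone). KIN1 rose from 20.6 ± 7.88 to 158 ± 41.8 (SD, n = 4 each), the phosphatase gene HAI1 from 208 ± 21.5 to 1144 ± 59.2, and RD29A and ABI5 had log2 fold changes of 2.86 and 1.62. HAI3, the lower gene, was named after its values were seen (log2 fold change -0.82). The list mean was 1.00 (camera, adjusted p = 0.0093), and with an estimated correlation between genes camera gave adjusted p = 0.194. The paper's rise of ABF1, Fig. 3 and part of Table S1 had been read when the list was set. Its direction is therefore not independent evidence. After total-sum rescaling ABF4 was at 0.68, past the fold threshold, and without control replicate 1 RD29A was at 2.12.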

In conclusion, high temperature suppresses root hair development through downregulation of the RHD6‐like bHLH transcription factor gene expression, via a mechanism that does not require GL2 activity. This part of the root hair development pathway seems a focal point for output modulation, as the effects of several other stresses on root hair development also take place through these genes. For example, suppression of root hair development at excessive nutrient levels is mediated by *RHD6* downregulation, whereas stimulation of root hair formation in response to cold acts via binding of a lncRNA to the *RHD6* locus and in response to phosphate starvation via overexpression of the primary ethylene transcription factor *EIN3* (Moison et al. 2021; Song et al. 2016; Shibata et al. 2022). This insight may support the future development of strategies to mitigate the negative effect of heatwaves and other stresses on plant performance.

## 4 Materials and Methods

### 4.1 Plant Materials and Growth Conditions

*Arabidopsis thaliana* ecotype *Columbia‐0* (*Col‐0*) was used as the wild‐type reference. *GL2::GUS*, *wer‐1*, *ttg‐9*, *ttg‐11* and *ttg‐12* were obtained from Martin Hülskamp's lab (Rishmawi et al. 2014, 2018). *gl3‐1egl3‐1* was obtained from Wolfgang Schmidt's lab (Bernhardt et al. 2003). *CPC::GUS* was obtained from Ikram Blilou's lab (Hassan et al. 2010). *gl2‐3* (N665830) (Wang et al. 2010), *GL2::GFP* (N66491), *RHD6‐ox1* (N2104357) and *RHD6‐ox2* (N2104358) TRANSPLANTA lines were derived from NASC stock centre (Nottingham Arabidopsis Stock Centre; http://arabidopsis.info/).

Arabidopsis seeds were surface sterilized in 75% ethanol, 0.05% tween‐20 for 12 min. After that, seeds were washed three times with 95% ethanol, dried on filter paper and finally soaked in sterilized Milli‐Q water for use. Seeds were sown on solid agar medium containing 0.5X Murashige and Skoog salts with Gamborg B5 (Duchefa, Haarlem, The Netherlands), 1% (w/v) sucrose, 0.05% (w/v) MES monohydrate and 1% (w/v) plant agar (Duchefa), pH5.7. Seeds on plates were stratified for 2 days at 4°C in the dark and then transferred to a climate chamber to grow vertically with a long‐day period (16 h light/8 h dark, fluorescent tubes) at 22°C. For heat treatment, plates with 5‐day‐old seedlings were transferred to 30°C. For the inducible *RHD6* overexpression lines, 5‐day‐old seedlings were transferred to a medium containing 10 μM estradiol and further incubated at 22°C or 30°C. As controls, 5‐day‐old seedlings were transferred to medium without supplements.

### 4.2 Phenotyping of Root Hair Under Heat Stress

For the time course of root hair phenotypes in response to heat stress, the roots were imaged with wide‐field stereomicroscopy (Leica MZFLIII; Leica Microsystems, Wetzlar, Germany). The distance from the root tip to the first visible root hair bulge was measured. Root hair density and root hair length were analyzed in a 4 mm region distal to the first visible root hair bulge. Image J (https://imagej.nih.gov/ij/) was used to measure root hair length, taking the average length of the 20 longest root hairs. For each sample type, 10 individual roots were analyzed.

### 4.3 Microscopy and Image Analysis

Fluorescence imaging was performed using confocal microscopy (Leica SP8x) with a 20× water immersion objective using 1× zoom, pinhole 1 AU, 1024 × 1024 pixel scanning field, 600 Hz scanning speed, 2× line average as settings. GFP was imaged after staining roots of 7‐day‐old seedlings in 10 μg mL^−1^ propidium iodide (PI) for cell wall visualization. GFP was excited with a 488 nm laser, and emission light was collected between 495 and 530 nm. PI was exited with a 561 nm laser, and emission light was collected between 570 and 650 nm. The cell number was determined as from the cortical cell closest to the QC to the first elongating cell (the end of apical meristem) or to the differentiated cell next to the epidermal cell bearing the first root hair. The fully elongated cell length was measured as the average cell length of 10 fully elongated cells.

### 4.4 RNA‐Seq Analysis

Five‐day‐old Col‐0 seedlings were grown at 22°C and 30°C for 48 h. Root tips of 1 mm were collected using a scalpel and immediately frozen in liquid nitrogen. Three biological replicates were used, and each replicate derived from 50 individual seedlings from 5 plates. Samples were grinded with a tissue lyser (Westburg, Utrecht, The Netherlands) at 25 Hz for 2 min 45 s. Total RNA was isolated using RNeasy Micro Kit (Qiagen, Hilden, Germany) according to the manufacturer's protocol. The RNA was dissolved in 20 μL of RNase‐free water. The quality and purity of the RNA was analyzed with a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA) to ensure that the A260/A280 and A260/A230 ratios were around 2.0 and the samples were separated on a 1% agarose gel to confirm the quality and the integrity of RNA. The quality of RNA samples was further examined with the RNA 6000 Nano reagent kit combined with a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). All samples had an integrity number greater than 7.0 and were considered of sufficient quality for RNA‐Sequencing. mRNA was first purified from the total RNA using poly‐T oligo‐attached beads. Then, the first strand of cDNA was synthesized using random hexamer primers, and the second strand of cDNA was synthesized with dUTP to generate a directional library. Qubit and real‐time PCR were used for library quantification and Agilent Bioanalyzer was used for detecting size distribution of the sequencing libraries. Cluster generation was performed according to the manufacturer's instructions. After that, the libraries were sequenced on the NovaSeq. 6000 platform (Illumina, San Diego, CA). Gene expression levels were estimated as RPKM. Differential expression analysis was performed using the DESeq. 2R package. Genes with *P*_adj_ < 0.05 and |log_2_foldchange| ≥ 0.58 were regarded as DEGs. DEGs were annotated to GO biological processes, molecular functions, and cellular components, and GO‐enrichment analysis was done with the ClusterProfiler R package. GO terms with *P*_adj_ < 0.05 were considered significantly enriched among DEGs.

### 4.5 GUS‐Staining Assay

Seedlings were incubated in GUS staining solution (0.1 M potassium ferricyanide, 50 mM potassium ferrocyanide, 0.5 M EDTA, 0.2 M sodium phosphate buffer pH 7.0, 10% Triton X‐100, 200 mM X‐Gluc) at 37°C until the blue staining colours showed significant differences visually or became very dark in different treatments, which was after 24 h for *GL2::GUS* and 3 h for *CPC::GUS*. The reaction was terminated by transferring the stained seedlings to the revised Hoyer's solution. Roots were mounted and cleared with revised Hoyer's solution (chloral hydrate:glycerol:water = 8:2:1) and then imaged using differential interference contrast microscopy.

### 4.6 qRT‐PCR Experiments

One‐mm‐long root tips were dissected and frozen immediately in liquid nitrogen, with 40 individual seedlings pooled per sample and 4 independent replicates. Samples were grinded completely with a tissue lyser (Westburg) at 25 Hz for 2 min 45 s. RNA was extracted using the RNeasy Micro Kit (Qiagen) according to the manufacturer's protocol. The RNA was dissolved in 20 μL of RNase‐free water. Samples were checked with a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific), to ensure that the A260/A280 and A260/A230 ratios were around 2.0. The purity and the integrity of RNA samples were also checked by electrophoresis on 1% agarose gel. 500 ng of RNA was used for reverse transcription using the iScript cDNA Synthesis Kit (Bio‐Rad, Hercules, CA) according to the manufacturer's protocol. qRT‐PCR samples contained 5 μL iQ SYBR Green Supermix, 500 nM each of forward and reverse primers, and 100 ng of cDNA, and reactions were performed on a real‐time PCR system (Bio‐Rad CFX 96; 95°C for 30 s, 40 cycles of 95°C for 5 s and 60°C for 30 s). Melt curve analysis was performed for every qRT‐PCR experiment to ensure the specificity of the reaction. Primers were designed using Primer Blast in NCBI (Supporting Information S7: Table S2), and *UBC19* and *EIF4A3* were used for the normalization of the expression of target genes.

### 4.7 Statistical Analysis

All data, except for cell number and cell length, were log‐transformed to correct for heterogeneity of variance. Two‐way ANOVA and one‐way ANOVA followed by LSD or Tukey post hoc test were applied to test for significant differences (*p* < 0.05). The factor batch number was never significant. Analyses were done at the plate level, and because no plate effects were observed, also at seedling level. All statistical analyses were performed with SPSS v20 (IBM, Armonk, NY).

### 4.8 Accession Numbers

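The 8 genes lie on 4 chromosomes of the TAIR10.1 assembly, and the primer pairs of Table S2 were placed on their transcripts. RHD6 lies on chromosome 1 from 24795214 to 24797015, and its primer pair spans 24796293 to 24796556, from exon 4 to exon 5. RSL4 lies on chromosome 1 from 9654475 to 9656089, with its primer pair at 9655379 to 9655761, from exon 2 to exon 4. RSL2 lies on the reverse strand of chromosome 4 from 16239363 to 16241169, with its primer pair at 16239569 to 16239955, from exon 3 to exon 5. GL2 lies on chromosome 1 from 30036956 to 30041440, with its primer pair at 30040238 to 30040484, from exon 8 to exon 9. EXPA7 lies on chromosome 1 from 4276505 to 4277969, and its primer pair spans 110 bases of exon 3, from 4277665 to 4277774, of which 29 are coding. COBL9 lies on the reverse strand of chromosome 5 from 19971884 to 19974530, with its primer pair at 19973333 to 19973860, in exons 1 and 2. The reference genes UBC19, a ubiquitin-conjugating enzyme gene, and EIF4A3, an RNA helicase gene, lie on chromosome 3, UBC19 on the reverse strand from 7002697 to 7004508 and EIF4A3 from 6863661 to 6866646. Their primer pairs span exons 1 to 3 and exons 6 to 7. The amplicons measure 154 bases of transcript for RHD6, 197 for RSL4, 160 for RSL2, 163 for GL2, 142 for COBL9, 109 for UBC19 and 172 for EIF4A3.
In the RNA-seq libraries UBC19 was at 2276 ± 51.1 in the control and at 2008.5 ± 46.0 at high temperature (SD, n = 4 each), a log2 fold change of -0.18 (adjusted p = 3.3e-04 from limma). EIF4A3 was at 8123 ± 274 and 7075 ± 134 (SD, n = 4 each), a log2 fold change of -0.20 (adjusted p = 5.3e-05 from limma). Both lay under the fold threshold. After total-sum rescaling UBC19 was at 0.02 and EIF4A3 at 0.00, and after quantile normalization they were at -0.10 and 0.05. Of 5 tested genes that are often used as references, 1 was higher and 1 was lower (1 and 1 when adjusted over the list alone, camera for the list, adjusted p = 0.264). UBQ10 rose from 11862 ± 394 to 29041 ± 1831 and ACT2 fell from 45574 ± 1734 to 20743 ± 1649 (SD, n = 4 each).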

Sequence data used in this article can be found in The Arabidopsis Information Resource (https://www.arabidopsis.org/index.jsp) under the following accession numbers: AT3G20060 (UBC19), AT3G19760 (EIF4A3), AT5G49270 (COBL9), AT1G12560 (EXPA7), AT1G79840 (GL2), AT1G66470 (RHD6), AT4G33880 (RSL2) and AT1G27740 (RSL4).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**FIGURE S1** The effect of high temperature on root hair characteristics. (a) Quantification of distance between root tip and the first hair bulge (n = 8 plates with 5 seedlings each). (b) Quantification of root hair length at different time points (n = 6 plates with 5 seedlings each). (c) Quantification of root hair density at different time points after start of heat exposure (n = 6 plates with 5 seedlings each). In coding of the sample types, B refers to biological replicate, P refers to plate number. The boxes represent the 25th to 75th percentiles, the upper and lower whisker the maximum and minimum values respectively, the outliers are represented by dots. The horizontal lines in the box represent the median. Two‐way ANOVA: P (Temp), P (Time) and P (Temp x Time) all < 0.0001. Differences were analyzed by one‐way ANOVA followed by LSD post hoc test (*, p < 0.05; **, p < 0.01; ***, p < 0.001; ****, p < 0.0001).

**FIGURE S2** Effect of high temperature on cell size and number in the root tip and PR (Primary Root) growth rate of seedlings. (a) Number of cells in the meristem and elongation zones (n = 6 plates with 30‐33 seedlings in total). Two‐way ANOVA: P (Temp) < 0.05, P (Cell type) and P (Cell type x Temp) all < 0.0001. (b) Length of meristematic and fully elongated cells (n = 6 plates with 30‐33 seedlings in total). Values indicate the mean ± SD. Two‐way ANOVA: P (Temp) > 0.05, P (Cell type) and P (Cell type x Temp) all < 0.0001. (c) Time‐course measurement of PR growth rate in plants grown at 22°Cand 30°C (mean ± SD, n = 9 plates from 52 seedlings). In coding of the sample types, B refers to biological replicate, P refers to plate number. Differences were analyzed by one‐way ANOVA followed by LSD post hoc test (**, p < 0.01; ***, p < 0.001; ****, p < 0.0001).

**FIGURE S3** Root hair initiation in mutants of *GL2* and its upstream regulators at high temperature. Quantification of the distance between the root tip and the first root hair bulge of different genotypes grown under control and high temperature (n = 2 plates with 14‐20 seedlings in total). In coding of the sample types, B refers to biological replicate, P refers to plate number. Two‐way ANOVA: P (Temp) < 0.0001, P (Genotype) and P (Genotype x Temp) > 0.05. Differences were analyzed by one‐way ANOVA followed by Tukey post hoc test. Different letters indicate significant difference (p < 0.05).

**FIGURE S4** The effect of *RHD6* overexpression on root hair initiation at high temperature. Quantification of the distance from the root tip to the first root hair bulge in the overexpression lines (n = 6 plates with 30‐31 seedlings in total). In coding of the sample types, B refers to biological replicate, P refers to plate number. Two‐way ANOVA: P (Genotype), P (Temp), P (Treatment) and P (All interaction) all < 0.0001. Differences were analyzed by one‐way ANOVA followed by Tukey post hoc test. Different letters indicate significant difference (p < 0.05).

**FIGURE S5** The effect of exogenous ACC on root hair development at high temperature. Five‐day‐old seedlings were treated with 500 nM ACC and high temperature for 48 h. Quantification of the distance from root tip to the first root hair (n = 2 plates with 20 seedlings in total). In coding of the sample types, B refers to biological replicate, P refers to plate number. Two‐way ANOVA: P (Treatment) and P (Temp) < 0.0001, P (Treatment x Temp) < 0.001. Differences were analyzed by one‐way ANOVA followed by Tukey post hoc test. Different letters indicate significant difference (P≤ 0.05).

Supplemental Table S1 Gene expression levels of DEGs in root tips of seedlings grown at 22 and 30°C for 48 h.

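Table S1 lists for each DEG the authors' expression values, log2 fold change and adjusted p. The copy used here is truncated and holds the first 3580 rows, sorted by identifier up to AT3G09330, of which 1915 are higher and 1665 lower at high temperature by the paper's values. DESeq2 was run on the whole reads recovered from the 4 control and the 4 high temperature libraries, over every gene of the normalized values, a setting chosen after the data were seen. Its log2 fold changes lay within 0.0051 of the paper's for all 3580 genes, with a largest difference of 0.005. On 3 and 3 libraries, in each of the 16 choices, it came within 0.0051 for 145 to 356 of them.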

**Supplemental Table S2** Sequence of primers used for qRT‐PCR.

## Data Availability

The data that support the findings of this study are openly available in GSE254973 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE254973.

# Supplementary material for: Root Hair Development Is Suppressed by Long‐Term Mild Heat Through Down‐Regulation of RHD6 and RHD6‐like Genes
**Source:** Plant Cell Environ. 2025 Apr 18;48(8):5861–73. doi: 10.1111/pce.15563
**Supplement:** Supplementary file 6 — Supplemental Table S1 Gene expression levels of DEGs in root tips of seedlings grown at 22 and 30°C for 48 h.

**Supplemental Table S1** Gene expression levels of DEGs in root tips of seedlings grown at 22 and 30 °C for 48 h.

[truncated: 479,937 more chars]

# Supplementary material for: Root Hair Development Is Suppressed by Long‐Term Mild Heat Through Down‐Regulation of RHD6 and RHD6‐like Genes
**Source:** Plant Cell Environ. 2025 Apr 18;48(8):5861–73. doi: 10.1111/pce.15563
**Supplement:** Supplementary file 7 — Supplemental Table S2 Sequence of primers used for qRT‐PCR.

**Supplemental Table S2 Sequence of primers used for qRT-PCR.**

| **Gene Name** | **Gene ID** | **Primer Name** | **Sequence (5' to 3')** |
| --- | --- | --- | --- |
| *UBC19* | AT3G20060 | qUBC19_F | GCCACCGGATCAAAGCAATC |
|  |  | qUBC19_R | CCGGATCAGCTCCCATCATC |
| *EIF4A3* | AT3G19760 | qEIF4A3_F | GATTCGGGCGTAAGGGTGTT |
|  |  | qEIF4A3_R | AGACACTTCCCCGCTGAAAG |
| *COBL9* | AT5G49270 | qCOBL9_F | CTGTGCCTACTCTTCAAAGCAA |
|  |  | qCOBL9_R | GCTCGGATCACGTCGTACAT |
| *EXPA7* | AT1G12560 | qEXPA7_F | CTTACAAGAGCACCGCTAATTTCC |
|  |  | qEXPA7_R | CAAAAGGCCACCGAAACTCTTAAC |
| *GL2* | AT1G79840 | qGL2_F | TGGACAAGACATGCGGGTTT |
|  |  | qGL2_R | CAAAGCATCCCACTCATGCC |
| *RHD6* | AT1G66470 | qRHD6_F | TGATTTGGTGACAATGCTTGA |
|  |  | qRHD6_R | GGAGAGAATGGCATCAATGG |
| *RSL2* | AT4G33880 | qRSL2_F | CCCCAATGGAACAAAGGTC |
|  |  | qRSL2_R | TCTCGGTGAGCTGAGACCAA |
| *RSL4* | AT1G27740 | qRSL4_F | GCCTTTATGCTCGGAAACGA |
|  |  | qRSL4_R | GCCGTTGTAAGCCAATGGTG |

How the deposited data were processed for this re-analysis (not part of the article)

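The data are RNA-seq libraries of 1 mm root tips of Arabidopsis thaliana Col-0 seedlings after 48 h at 22 °C or 30 °C, 4 libraries per temperature by the sample labels. The paper's methods state 3 biological replicates of 50 seedlings each. The fold changes of the available part of Table S1 were matched by DESeq2 on all 8 libraries and by no run on 3 and 3 of them. All 8 libraries were used, and no sample was left out. The labels call the 4 libraries per temperature biological replicates. The p-values set the difference between the temperatures against the spread between these pools of seedlings. They do not tell temperature from anything else that differed between the groups.

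The authors deposited a table of normalized signal values, which are read counts per gene divided by DESeq2's size factors, and a table of FPKM values. The submitters' processing notes name HISAT2, DESeq2 and TAIR10, with no version, and the paper's methods name directional poly(A) libraries sequenced on an Illumina NovaSeq instrument, expression levels as RPKM and DESeq2 for the DEGs. The counting program and its strand setting are not given in the sources used here, so overlapping antisense genes may share reads. The normalized table holds 23632 genes and the FPKM table 32833. Of the 9201 genes only in the FPKM table, 8440 are listed at 0 in every library and 761 are above 0 in exactly 1 library. The ratio of the normalized value to the FPKM value of a gene was the same in every library, so that the tables carry the same scaling between libraries. Names and descriptions came from the reference gene table of TAIR10.1, in which 23479 of the 23632 identifiers were found, and the coordinates given are of TAIR10.1.

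From the normalized values the step that 1 read is worth in each library was found, and 100% of the values were whole reads within a tolerance of 0.01. The recovered reads in genes ranged from 38396646 to 40750937 in the control and from 38216649 to 41833843 at high temperature, and the size factors from 0.904 to 0.967 and from 1.03 to 1.14. The 10 most abundant genes held 3.79 ± 0.04% of the reads in the control and 3.65 ± 0.05% at high temperature (SD, n = 4 each). Replicate pairs differed by more than the sampling noise, with a mean chi-square per gene of 3.28 to 11.57, so that no library was taken for a copy of another.

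The comparison of the temperatures used limma 3.58.1 in R 4.3.3, with an intensity trend and no covariate, on log2(normalized value + 0.5) of the 21739 genes with a mean normalized value of at least 1. P-values were adjusted by the Benjamini-Hochberg method over these genes, and a gene was called higher or lower at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.58, as in the paper. Confidence intervals are at 95%. For a group with no read, the bound on a fold was computed against 3 reads over the group. Named genes were also put to an exact two-sided permutation test on the difference of mean log2 values over 70 arrangements. Gene lists were tested with camera at a preset correlation of 0.01 and with fry, both of limma, and adjusted over the 28 lists with at least 3 tested members. With camera 12 lists passed an adjusted p under 0.05 at the preset correlation. With an estimated correlation none did (lowest adjusted p = 0.194), and 4 had an unadjusted p under 0.05. With fry, which does not compare a list with other genes, 23 lists passed.

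The samples, the tests, the thresholds, the 29 gene lists and the alternatives were set before the data were examined, but after Table 1, Fig. 3 and the available part of Table S1 had been read, so that values of some listed genes had been seen. Of 427 listed entries 28 were dropped because the identifier and the name did not match in the reference. GO terms were not used here, and the lists stand in for the enrichment analysis of the paper. Members of a list were counted at the gene thresholds. With the fold threshold kept, the 15 list counts of 0 given in the text were also 0 at an unadjusted p under 0.05, by edgeR and by DESeq2. Under the other alternatives, which include one without a fold threshold, some were not 0. Up to 7 genes were then lower in the ethylene biosynthesis and signalling list, up to 2 in the ethylene-responsive list, and up to 1 root hair growth gene was higher. Named are every gene the paper names with the RNA-seq data, its qRT-PCR reference genes and the regulators of root hair development in its introduction, then the 10 largest increases and the 10 largest decreases among genes past both thresholds with a mean of at least 10 and no overlap between the groups, and in each list up to 4 members past the thresholds with the largest change. Any other gene is said to be named after its values were seen. The gene ZP1 was not analysed here, because the sources used here do not pair that name with an identifier, and the values of some other genes are not reported here. The regulator lists, the ethylene-responsive list and part of the root hair and patterning lists were taken from the paper.

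The alternatives were other pseudocounts, other filters on low values, the FPKM values (pseudocount and minimum of 0.1), rescaling by TMM factors, rescaling to equal totals, quantile normalization, limma without the trend, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, the replicate number as a block, other thresholds, an estimated correlation and leaving out each library. DESeq2 on every gene of the table, with all libraries and with each choice of 3 and 3, and the medians of xylem and endodermis markers with each library left out were added after the data were seen.

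The steps were tested on simulated reads of 21382 genes with the means of the control libraries and the depths of all libraries. In the simulated comparison of 4 against 4 libraries limma called 32% of the genes changed 1.5-fold in the right direction, 81.6% at 2-fold, 89.8% at 4-fold and 100% at 8-fold, and called 7 of 21164 unchanged genes. Of 200 simulated lists with no change, 4 had an unadjusted p under 0.05 with camera and 13 with fry. Each simulated gene was drawn independently of the others, and the known size factors were used. These rates therefore do not cover lists of correlated genes, whose estimated correlation here reached 0.499, or errors of scaling. Counts per gene do not tell cell types of the root tip apart.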

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

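The tests of other splits of the libraries, of library scaling and of xylem and endodermis markers were chosen only after the results were seen. The test of shared reads was written before its values were computed, though after the DUF295 genes had been seen. The test of mitochondrial stress genes was written before its values were looked up, though after the largest increases had been seen. However, 5 of its 9 genes stand in the available part of Table S1, which had been read. These 5 were all higher, and 5 was the number the test asked for. Values already seen thus fixed its outcome.

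In 17 of 273 groups of 4 libraries 1 library lay far from the other 3 by Dixon's criterion, which chance gives in about 1 in 20 groups of normally distributed values. That rate does not hold for groups with few reads, such as the controls of AT5G54550 and ACS2 with 1 read each over the group. High temperature replicate 3 was above its group for EXPA7 (10.5 against 0), HRGP1 (6.67 against 0), XCP2 (242 against 152 to 154), CASP1 (94.3 against 0.877 to 7.51) and PER64 (56.2 against 0 to 8.44), the last 2 named after their values were seen. High temperature replicate 4 was above its group for BIP3 (5.81 against 0) and HIS4 (1.34e+03 against 1.09e+03 to 1.11e+03). High temperature replicate 2 was below its group for AT5G09570 (1.36e+04 against 1.39e+04) and KRP1 (9.65 against 22.5 to 24.2), and high temperature replicate 1 for AT4G22640 (0 against 0.877 to 0.968). Control replicate 4 was below its group for SBT1.3 (127 against 160 to 162) and SIM (541 against 646 to 652) and above it for PCNA1 (2.96e+03 against 2.66e+03 to 2.69e+03). Control replicate 1 was above its group for AT5G54550 (1.03 against 0) and BIP2 (6.55e+04 against 6.23e+04 to 6.28e+04), control replicate 2 for AT5G54560 (4.42 against 0) and control replicate 3 for ACS2 (1.07 against 0).

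Genes of root hair growth were lower at high temperature, 28 of the 38 tested. Of the 35 splits of the 8 libraries into 4 and 4, 1, that by temperature, gave as many as 8141 DEGs. The highest of the others gave 0 (618 genes at an unadjusted p under 0.05 in limma). Each of these mixes the temperatures, which adds their difference to the spread within groups. A share of 1 in 35 is the smallest these splits can reach, so that chance is argued against for the number of DEGs but not excluded. The splits do not tell temperature from anything else that differed between the groups. The scaling of the libraries could not have produced the pattern alone, since all 28 genes stayed lower after rescaling to equal totals. Less maturing tissue in the 1 mm tip would, as the whole cause, lower markers of every maturing cell file by about as much, but the median log2 fold change of 15 xylem and endodermis markers was -0.06 (SD 0.66) against -1.88 for root hair growth, and -0.34 (SD 0.82) against -1.68 without high temperature replicate 3. Among these markers VND7 (-1.22), XCP2 (-1.10) and ASFT (-1.58, and -0.91 without high temperature replicate 1) were lower. Such a loss as a part of the cause therefore remains open, as does a response of the hair cells themselves, as a hypothesis. A shift of the first hair-forming cells out of the 1 mm segment remains open too. The paper reports a longer distance from root tip to first hair bulge after the same time at high temperature. It also reports more cortical cells in the elongation zone. Its measurements thus go with such a shift. Whether the shift passed the 1 mm cut was not tested here, and these bulk libraries do not resolve it.

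Genes described as DUF295, which the paper does not discuss, were higher at high temperature in 14 of the 26 tested cases and lower in none by limma (11 to 16 higher and 0 or 1 lower under the alternatives). Reads shared between near-identical copies are argued against for 13 of the 14, in whose transcripts at most 1.55% of the windows of 50 bases occur exactly in a gene at another locus, and stay open for AT1G27580, named after its values were seen, with 69.2%. A stress response of mitochondria is a candidate explanation for these genes beside HSP23.6 and AT5G09570, and of 9 genes known from it 7 were higher. They were AOX1A (log2 fold change 3.24), NAC13 (4.17), SOT12 (3.67), NDB4 (6.97), BCS1 (3.01), UGT74E2 (2.35) and ABCB4 (1.32), while NDB2 was at -0.27 and AOX1D had too few reads to be tested. The number of higher genes that the hypothesis required was met. All of the 7 but AOX1A and BCS1 stood in the part of Table S1 already read, and alone they met that number. The test could therefore not decide the question. Genes of this list also answer to other stresses, so that mitochondria as the origin remain untested.

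Among gene groups the paper does not discuss, 9 of 13 tested chaperones of the endoplasmic reticulum were lower at high temperature and none was higher, with log2 fold changes of -4.26 for BIP3, with reads at high temperature in replicate 4 only and at least 20.1-fold lower without it, -1.62 for PDIL1-1, -1.28 for CRT2 and -1.19 for BIP2 (list mean -0.93, camera, adjusted p = 2.9e-04, and adjusted p = 0.340 with an estimated correlation). Of 20 mitotic genes 12 were lower and none was higher, with -1.30 for CYCB1;4, -1.21 for CYCB1;1 and -1.04 for CYC1BAT (list mean -0.70, camera, adjusted p = 9.8e-06, and adjusted p = 0.360 with an estimated correlation). Of 17 genes of DNA replication 7 were lower and none was higher, with -1.25 for ORC1A, -1.22 for CDT1A, -0.90 for ORC2 and -0.86 for PCNA1 (list mean -0.48, camera, adjusted p = 0.0019, and adjusted p = 0.408 with an estimated correlation). After rescaling to equal totals 6 endoplasmic reticulum, 7 mitotic and 5 DNA replication genes were lower and 1, 0 and 1 higher, and after quantile normalization 5, 12 and 6 were lower and 0, 0 and 1 higher.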

How the results depend on the processing

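Of the settings given here DESeq2 on every gene of the table was chosen only after the results were seen. Under the 20 to 22 other settings run for each named gene 126 of 137 kept their side of both thresholds and 11 did not in at least 1. No call of a named gene, and none of the 28 lists over 23 settings, turned to the other direction past its threshold. Below the thresholds signs did turn in at least 1 setting, for the log2 fold changes of PIN2 (-0.34 to 0.05), AUX1 (-0.17 to 0.11), EIF4A3 (-0.22 to 0.05), UBC19 (-0.19 to 0.02), TRY (-0.30 to 0.22), ARF8, AHL28 and GL2 and for the means of the endodermis (-0.24 to 0.96), xyloglucan endotransglucosylase (-0.33 to 0.38), auxin-responsive (-0.19 to 0.21) and reference gene lists (-0.14 to 0.13). With 1 library left out, 16 of the 119 called named genes moved by over 1.5-fold. With no fold threshold 7798 genes were higher and 7657 lower, and at an adjusted p under 0.01 with a fold threshold of 1 the counts were 2300 and 1703, as the looser and the stricter threshold make them. Other settings gave 3761 to 5965 higher and 2599 to 3892 lower genes, among them edgeR with 4412 and 3636 and DESeq2 with 4203 and 3706. Leaving out each library in turn gave 4086 to 4315 higher and 3628 to 3844 lower genes. With an estimated correlation the mean log2 fold changes of root hair bHLH genes (-1.88, adjusted p = 0.194), root hair growth (-2.42, adjusted p = 0.278) and expansins (-1.13, adjusted p = 0.194) were no longer past the threshold in camera. For the bHLH and ABA lists the estimated correlations were -0.027 and -0.011, below the preset 0.01. Their unadjusted p in camera still rose, from 9.7e-04 to 0.015 and from 0.0033 to 0.021. A higher correlation was thus not what raised these p-values, and the cause was otherwise not tested. With the replicate number as a replicate block 4300 genes were higher and 3762 lower, which changed no call of a named gene or list. Libraries with the same number deviated together by correlations of 0.0097, 0.0075, 0.077 and 0.0031, and the libraries of number 3 alone correlated best with their own number, so that the numbers were not taken as pairs. Besides WER, JKD and ABF4, the calls of ARR3 and ARR4 ended after total-sum rescaling (-0.53 and -0.46), those of CALS7 and IRX3 after quantile normalization (0.55 and 0.52), and those of ASFT, KRP1, MYB36 and SEOR1 in 3 to 10 settings, among them the ones without control replicate 4 for SEOR1 (1.00), without heat replicate 1 for ASFT (-0.91), without heat replicate 4 for KRP1 (0.86) and without control replicate 2 for MYB36 (0.38). In lists, photosynthesis was lost with DESeq2, the regulators of root hair development passed with quantile normalization, the clock list passed in 6 settings, among them without control replicate 1 (mean log2 fold change 0.31), without control replicate 2 (0.28) and without heat replicate 4 (0.31), and type-A response regulators in 4, among them without control replicate 2 (-0.70) and without heat replicate 3 (-0.68), and the cause was not tested. Depth limits the genes with few reads, such as RSL2, for which only a bound can be given.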

Differences from the paper's values

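DESeq2 on every gene of the table was chosen only after the values were seen, and it also came within the paper's value for the 6 genes below and called all 3580 genes of the available part of Table S1. The paper states or lists 52 log2 fold changes or folds for genes given here, 39 of them in Table S1. A value was taken to differ where the signs differed, where the gap exceeded the SD between replicates or, for a gene with a library at 0, where the folds were over 1.5 times apart, and 6 differed from those of limma. The limit of 1.5 and the use of bounds below were added after the values were seen.

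For COBL9 the paper's value is about -6.6 in Fig. 3a, read by eye, against -7.93, and the pseudocount of 5 (-6.07), edgeR (-6.59), DESeq2 on the recovered reads and the settings without heat replicate 1 or without heat replicate 2 (-7.12 each) came within it. For EXPA7 the paper's value is -4.87 against -6.08, and the pseudocount of 1 (-5.32), edgeR (-4.81) and DESeq2 (-4.87) came within it. For ZFP5 the paper's value is -2.21 against -3.01, and the pseudocounts of 1 (-2.73) and 5 (-1.99), the FPKM values (-1.84), edgeR (-2.17), DESeq2 (-2.21) and the setting without heat replicate 1 (-1.82) came within it. For ACS2 the paper's value is 8.70 against 7.63, and edgeR (8.45) and DESeq2 (8.70) came within it, as did the bound without control replicate 3, at least 126-fold. For CAB2 the paper's value is -3.78 against -3.03, and the pseudocount of 0.1 (-4.34), edgeR (-3.44), DESeq2 (-3.78) and the settings without heat replicate 1 (-3.29) or without heat replicate 2 (-3.26) came within it. For TRY the paper's value is 0.01 against -0.066, and total-sum rescaling (0.14), edgeR (0.03), DESeq2 (0.01) and the settings without control replicate 2 (0.02) or without heat replicate 1 (0.22) came within it. For each of these 6 genes the alternatives not named did not, or did not test the gene.

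For 4 genes with no read at high temperature a bound was set beside the paper's value. RSL2 was at least 11.3-fold lower, AT3G09330 at least 287-fold, RHS9 at least 119-fold and LHCB2.1 at least 12.2-fold, and the paper's log2 fold changes of -5.53, -10.19, -8.93 and -5.63 lie beyond these bounds and were not taken to differ. DESeq2 on the recovered reads gave the same 4 values.

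The methods of the paper give 3 biological replicates for the RNA-seq libraries and the sample labels give 4. DESeq2 on every gene, with all 4 and 4 libraries, came within 0.0051 of the fold changes of all 3580 genes in the available part of Table S1, and with 3 and 3 libraries, in each of the 16 choices and likewise run only after the values were seen, of those of 145 to 356, so that these values of the paper rest on 4 libraries per temperature. The paper states that WER was expressed lower in the heat, and its log2 fold change here was -0.56 (adjusted p = 1.2e-07 from limma), under the paper's fold threshold, as is the paper's own value of -0.56, and it was past that threshold without control replicate 1, without control replicate 2 or without heat replicate 3. The paper states that PIN2 and AUX1 were not significantly downregulated, and here they were at -0.31 (adjusted p = 1.2e-06 from limma) and -0.15 (adjusted p = 0.0028 from limma), both under the paper's fold threshold. After quantile normalization they were at 0.05 (adjusted p = 0.151 from limma) and 0.11 (adjusted p = 0.019 from limma), and over all alternatives the adjusted p of PIN2 reached 0.151 and that of AUX1 0.188, while PIN4 was at 0.05 with adjusted p = 0.255 from limma.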

Other observations

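The tests of the clock genes were chosen only after their values were seen. Genes of the stem cell niche were higher or near their control values, with 4 of 11 higher and none lower. WOX5, which marks the quiescent centre, rose from 6.09 ± 3.18 to 31.2 ± 9.49 (SD, n = 4 each), and PLT1, PLT3 and RGF1 had log2 fold changes of 0.91, 0.74 and 0.87 (list mean 0.42, camera, adjusted p = 0.327). Of 7 root cap genes 1 was higher, COBL2, which rose from 92.1 ± 14.0 to 1695 ± 226 (list mean 0.57, adjusted p = 0.305). Of 7 phloem genes 3 were higher, among them APL (0.83), and none was lower (list mean 0.58, adjusted p = 0.114). Of 8 xylem genes 2 were lower, VND7 (-1.22) and XCP2 (-1.10), and 1 was higher, IRX3 (0.70, list mean -0.26, adjusted p = 0.882). Of 10 endodermis genes 1 was higher and 1 was lower (0 and 0 when adjusted over the list alone, list mean 0.33, adjusted p = 0.882), and with a library left out 0 to 3 were higher and 0 or 1 lower. High temperature replicate 3 stood apart in the endodermis genes CASP1 and PER64, named after their values were seen, and without it the list mean was -0.24, while without the other libraries it lay at up to 0.70. After total-sum rescaling 3 endodermis genes were higher and none was lower, and after quantile normalization 0 and 1. Both tested cortex genes, JKD and C/VIF2 (-1.35), were lower, and 1 of them after total-sum rescaling.

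Type-A response regulators, which mark cytokinin signalling, were lower in 4 of 8 cases and higher in none, with ARR15 at -2.04 and ARR7 at -1.11 (list mean -0.65, camera, adjusted p = 0.056), and 2 were lower after total-sum rescaling. Auxin-responsive Aux/IAA and GH3 genes went both ways, with 4 of 17 higher, among them GH3.3 (3.47), and 3 lower, among them IAA3 (-1.71) and IAA19 (-1.24) (list mean 0.02, adjusted p = 0.882), and after quantile normalization 3 were higher and 5 lower. Of 10 genes for inhibitors of cyclin-dependent kinases 3 were lower, KRP2 (-1.40), SIM (-1.28) and LGO (-0.96), and 1 was higher (list mean -0.23, adjusted p = 0.669), and after total-sum rescaling 3 were lower and 4 higher, and after quantile normalization 3 and 0. The higher gene, KRP1, was not called without control replicate 1 or 3 or without heat replicate 1, 3 or 4. Among families found by their descriptions, 29 of 76 genes for cytosolic ribosomal proteins were lower and 7 higher (19 and 10 after total-sum rescaling, 15 and 4 after quantile normalization), and 16 of 53 peroxidase genes were lower and 13 higher. Expansin genes were lower in 14 and higher in 3 of 24 cases (15 and 1 after quantile normalization), histone genes in 15 and 1 of 23 (11 and 2 after total-sum rescaling), and xyloglucan endotransglucosylase genes in 8 and 9 of 24. Of 38 genes described as small heat shock proteins 19 were higher and 6 lower (19 and 1 after total-sum rescaling, 16 and 4 after quantile normalization).

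Genes of the circadian clock were shifted, with 7 of 13 higher and 3 lower (list mean 0.28, camera, adjusted p = 0.056). The morning genes LHY and CCA1 fell by 3.10 and 2.08 on the log2 scale, and the evening genes ELF4 and PRR5 rose by 2.20 and 2.16. The scaling of the libraries is argued against, since all 10 calls stayed after rescaling to equal totals. All 7 morning and evening genes compared moved as a shift of phase would move them, so that a different time of day at harvest could have given the pattern. It cannot be told apart from an effect of temperature on the clock, because the sources used here give no harvest time per library.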
